# Induction of primordial germ cell-like cells from common marmoset embryonic stem cells by inhibition of WNT and retinoic acid signaling

**DOI:** 10.1038/s41598-023-29850-z

**Published:** 2023-02-23

**Authors:** Mayumi Shono, Keiko Kishimoto, Orie Hikabe, Masafumi Hayashi, Katsunori Semi, Yasuhiro Takashima, Erika Sasaki, Kiyoko Kato, Katsuhiko Hayashi

**Keywords:** Germline development, Embryonic stem cells

## Abstract

Reconstitution of the germ cell lineage using pluripotent stem cells provides a unique platform to deepen our understanding of the mechanisms underlying germ cell development and to produce functional gametes for reproduction. This study aimed to establish a culture system that induces a robust number of primordial germ cell-like cells (PGCLCs) from common marmoset (*Callithrix jacchus*) embryonic stem cells. The robust induction was achieved by not only activation of the conserved PGC-inducing signals, WNT and BMP4, but also temporal inhibitions of WNT and retinoic acid signals, which prevent mesodermal and neural differentiation, respectively, during PGCLC differentiation. Many of the gene expression and differentiation properties of common marmoset PGCLCs were similar to those of human PGCLCs, making this culture system a reliable and useful primate model. Finally, we identified PDPN and KIT as surface marker proteins by which PGCLCs can be isolated from embryonic stem cells without genetic manipulation. This study will expand the opportunities for research on germ cell development and production of functional gametes to the common marmoset.

## Introduction

During early embryogenesis in mammals, primordial germ cells (PGCs), the origin of the germ cell lineage, are specified from the pluripotent cell population in response to BMP and WNT signals^1,2^, and then migrate into the gonads, which are the precursors of the ovary or testis formed at the dorsal wall of the coelom. During migration, PGCs undergo extensive DNA demethylation and reorganization of the histone modifications^2,3^. Recent studies focusing on early embryogenesis have illustrated species-specific differences in the embryonic tissue providing BMP and WNT signals for PGC specification. In mice, BMP4 and WNT3 are respectively supplied from the extraembryonic ectoderm (derived from trophoblast) and epiblast, whereas in cynomolgus monkeys, BMP4 and WNT3A are respectively supplied from the incipient amnion and cytotrophoblast^4,5^. In accordance with this difference in the source of BMP and WNT, the first appearance of PGCs in mouse embryos is at the posterior pluripotent epiblast, whereas that in cynomolgus monkeys is at the dorsal and later at the posterior side of the incipient amnion^6^. These results imply unknown species differences in subsequent germ cell development.

To elucidate such species differences, reconstitution of germ cell development using pluripotent stem cells in culture—namely, in vitro gametogenesis—is a powerful tool, especially for species for which early embryos are hardly available. Over the last decade, in vitro gametogenesis has been successfully employed to reconstitute PGC specification using embryonic stem cells (ESCs) and/or induced pluripotent stem cells (iPSCs) in mice, rat, cynomolgus monkeys, and humans^7–13^. In PGCs induced from ESCs and/or iPSCs, hereinafter PGC-like cells (PGCLCs), the gene expression profile and epigenetic modification recapitulate the properties of PGCs in vivo, allowing us to investigate genetic and epigenetic regulation in PGCs with a robust number of cells that are equivalent to early PGCs. Indeed, using the PGCLC system, transcription factors essential and sufficient for PGC specification have been isolated^9,14–19^, and the epigenetic landscapes in PGCs have also been elucidated in mice and humans^20–22^. Notably, the PGCLC system has uncovered species differences in the core gene-regulatory network evoking PGC specification, which is composed of *Blimp1*/*Prdm1*, *Prdm14* and *Tfap2c* in mice and *SOX17*, *BLIMP1*/*PRDM1* and *TFAP2C* in humans^23^. Since there are species differences in the PGC specification, the optimal culture conditions for robust induction of PGCLCs are not the same for all species. Indeed, there are even differences in the efficiency of PGCLC derivation among individual clones^12,24^. These aspects of the PGCLC system suggest that a custom-made culture system is required for induction of PGCLCs from ESCs/iPSCs in each species, and perhaps each cell clone.

The common marmoset (*Callithrix jacchus*), a New World monkey that can be bred in captivity, is a useful and reliable model for human development and aging, due to its relatively short gestation, small body, early sexual maturity, and short lifespan^25^. From the viewpoint of germ cell development, the short gestation and early sexual maturity of the common marmoset are extremely effective, as they allow the differentiation process and functionality of germ cells to be swiftly evaluated. Moreover, reproductive technologies have been sufficiently developed in the common marmoset to permit access to and manipulation of gametes and preimplantation embryos, and thereby the establishment of pluripotent stem cells and the creation of genetically modified animals^26–29^. Given the high time costs and ethical issues involved in using gametes and preimplantation embryos in humans and relatively large non-human primates, such as rhesus and cynomolgus macaques, the common marmoset would seem to be a convenient non-human primate for reproductive biology and medicine research. In this study, we aimed to establish a culture system that produces PGCLCs from common marmoset embryonic stem cells (cjESCs). Through multiple refinements, the culture system was optimized to produce a robust number of cjPGCLCs. The optimal condition showed that restriction of the somatic cell differentiation lineage though inhibition of RA and WNT signaling is a key process for the production of cjPGCLCs. This study should expand the opportunities for understanding PGC specification and in vitro gametogenesis in the common marmoset.

## Results

### Requirement of SOX17 and BMP4 signaling for differentiation of the germ cell lineage

We first investigated the optimal basal culture medium for maintenance of cjESCs (CMES40: 46XX)^26^ on mouse embryonic fibroblasts (MEFs) by comparing the results of culture using a conventional culture medium (KnockOut DMEM containing 20% KSR, bFGF and activin A; hereinafter DK20FA) and using an alternative culture medium (Primate ESC medium containing bFGF and activin A; hereinafter PESFA). Under both conditions, cjESCs formed colonies with a flat appearance (Fig. 1A) and expressed pluripotent transcription factors such as POU5F1, NANOG and SOX2, and surface marker proteins associated with pluripotency such as TRA1-60, SSEA4 and integrin α6 (Supplementary Fig. 1A). cjESCs propagated biexponentially for at least 25 days under both conditions, but the proliferation rate was greater in PESFA than in DK20FA (Supplementary Fig. 1B). 

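RNA was sequenced from cjESCs in each medium in 2 replicates. The cells in DK20FA were of the line that carries inducible human SOX17, PRDM1 and TFAP2C transgenes (TG+ line) and the cells in PESFA of the line without them (TG− line), so the medium and the line cannot be told apart in these libraries. Both were sorted for the surface marker TRA-1-60 to separate them from the mouse feeder cells. Poly(A) RNA of a fixed number of cells was read from one end and one strand. The authors aligned the reads to the marmoset genome with STAR, kept alignments with a mapping quality above 1, estimated the abundance of each gene with RSEM and deposited TPM, which scale the abundance of transcripts to a constant total per library, for 14812 genes shared by marmosets and humans. The TPM of these genes summed to between 790300 and 839203 per library over the whole study, because genes outside the shared set are left out. TPM keep no record of how many reads a library held, so the depth is unknown and no interval based on depth is given. Values were taken as log2(TPM + 1), a scale that understates the change of weakly expressed genes, for the 11197 genes with a log2 value of at least 1.5 in at least 1 library. One limma model with a mean for each of the 27 conditions was fitted over all 54 libraries, which leaves 27 residual degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method over these genes. A differentially expressed gene (DEG) had a difference of more than 4-fold, an adjusted p under 0.01 and a mean log2 value above 1.5, after the thresholds in the paper's methods. With 2 libraries per condition, an exact permutation test of a single gene between 2 conditions cannot give a p below 0.33, so the test relies on the spread pooled over the 27 conditions. The correlation across genes between replicates was 0.986 in DK20FA and 0.983 in PESFA, and genes are not independent replicates.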

We determined the transcriptomic profiles of cjESCs by RNA sequence analysis (RNA-seq) and then compared them with the transcriptomic profiles of naïve and primed human ESCs^30^, transgene-induced naïve cjESCs^31^, common marmoset blastocysts, and epiblast at embryonic day (E) 25 by principal component analysis (PCA). This analysis revealed that cjESCs under both conditions correspond to the primed state (Fig. 1B).

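POU5F1 (gene 100384946) stood at 2975 ± 152 TPM in DK20FA and 3363 ± 93.6 TPM in PESFA (mean ± SD, n = 2 libraries each here and below). NANOG (gene 100399586) was at 628 ± 162 and 613 ± 112 TPM, and SOX2 (gene 100407856) at 196 ± 6.49 and 234 ± 1.56 TPM. In PESFA against DK20FA, the log2 fold change was 0.18 (adjusted p = 0.182) for POU5F1, −0.02 (adjusted p = 0.949) for NANOG and 0.25 (adjusted p = 0.56) for SOX2, from limma with Benjamini-Hochberg adjustment. The sign for NANOG depended on the scaling, with 0.093 after median-ratio scaling of the libraries and 0.12 after quantile normalization. Lists of 10 genes of the naive state and 8 genes of the primed state were compared between the media with limma's rotation test fry, among 92 list comparisons computed after the data were seen. The naive list was higher by 0.22 in PESFA in mean log2 value, with 6 of 10 genes higher (adjusted p = 0.233), and the primed list by 0.23, with 5 of 8 genes higher (adjusted p = 0.86). After median-ratio scaling the naive list was higher by 0.33 and its p fell below 0.05, and in a model of only the libraries compared the p of the primed list fell below 0.05. Among naive genes, KLF17 (gene 100413697) was at 30.3 ± 2.04 TPM in DK20FA and 26.2 ± 3.7 TPM in PESFA, and DPPA5 (gene 100386871) at 431 ± 26.6 and 578 ± 112 TPM. Among primed genes, ZIC2 (gene 100412407) was at 115 ± 3.97 and 159 ± 21.1 TPM, and CD24 (gene 100404018) fell from 409.6 ± 109 to 113 ± 22.2 TPM. Between the media, 228 genes were DEGs, 162 higher and 66 lower in PESFA. The largest increases, with the log2 fold change, were those of S100A6 (gene 100388057, 6.85), RPL10L (gene 100398751, 5.76), COL3A1 (gene 100394494, 5.69), S100A4 (gene 100897037, 5.42) and AGTR2 (gene 100405479, 5.36). The largest decreases were those of MNX1 (gene 100393800, −4.55), SAMD3 (gene 100395562, −4.47), WNT8A (gene 100402422, −4.19), DKK4 (gene 100394179, −4.13) and MIXL1 (gene 100405816, −3.88), and the largest adjusted p of these 10 genes was 3.32e-05. Of the alternatives, a model of only the 4 libraries compared moved this count most, to 0 DEGs, although 228 genes passed the other thresholds at an unadjusted p under 0.05. A list of gonadal somatic genes, which holds stromal genes, was higher in PESFA by 2.19 in mean log2 value (limma's fry, adjusted p = 4.18e-10 over 92 lists). Reads of mouse feeder cells left after sorting are not excluded. The increases in PESFA are thus not shown to come from the marmoset cells alone.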

**Figure 1:**
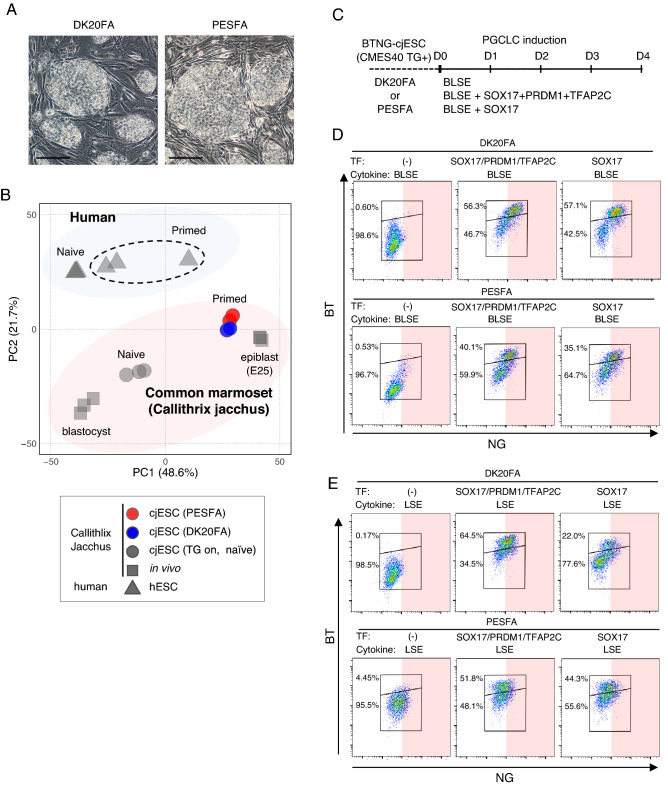
Induction of BTNG-positive cells by exogenous SOX17 expression with BMP4. (**A**) Morphology of cjESCs cultured on MEF in DK20FA and PESFA. Scale bar, 200 μm. (**B**) PCA of the gene expression profiles of pluripotent cell populations in common marmosets and humans. The genes used for the PCA were 839 ortholog genes annotated in both the common marmosets and humans, out of 886 differentially expressed genes between human naïve and primed ESCs^30^. The transcriptome profiles of common marmoset blastocysts, epiblasts and naïve ESCs were used^31^. (**C**) A schematic time course for PGCLC induction with or without exogenous SOX17 expression and BMP4. (**D**) FACS analysis of BTNG-positive cell induction with overexpression of transcription factors (TFs) and BLSE at day 4. (**E**) FACS analysis of BTNG-positive cell induction with overexpression of TFs and LSE at day 4.

To facilitate the evaluation of PGCLC differentiation, we established a reporter cjESC line by inserting the *tdTomato* and *eGFP* genes into the *BLIMP1/PRDM1* and *NANOS3* gene loci, respectively, both of which are conserved marker genes for PGC specification^9,10,32,33^ (Supplementary Fig. 1C). Using these reporter cjESCs, hereinafter *BLIMP1*-*tdTomato* (BT) and *NANOS3-EGFP* (NG) cjESCs, we evaluated the competence of PGCLC differentiation by overexpressing a set of transcription factors, *SOX17, PRDM1 and TFAP2C*, and/or culturing with a set of cytokines consisting of BMP4, LIF, SCF and EGF (BLSE), any one of which is sufficient for PGCLC induction in human ESCs/iPSCs^9–11^ (Fig. 1C). Unlike in the induction of human PGCLCs, however, culturing with the set of cytokines alone yielded no BTNG-positive cells. But when the transcription factors were expressed in the reporter cjESCs cultured with the cytokines, a robust induction of BTNG-positive cells was observed (Fig. 1D). Moreover, with the set of cytokines, overexpression of *SOX17 *alone was sufficient for induction of BTNG-positive cells (Fig. 1D). There was no clear difference between ESCs maintained in DK20FA and those maintained in PESFA. In the absence of BMP4 (hereinafter the LSE condition), overexpression of *SOX17*, *PRDM1* and *TFAP2C* or *SOX17* alone still induced BTNG-positive cells, but the expression level of NG was lower than that in the BTNG-positive cells induced under the BLSE condition (Fig. 1E). These results demonstrated that BMP4 signaling and overexpression of SOX17 are both required for the induction of BTNG-positive cells from cjESCs.

### Dissection of molecular pathways downstream of SOX17 and BMP4

To elucidate the molecular pathways of SOX17 and BMP4 involved in the PGCLC induction, we examined the transcriptomic trajectory from cjESCs to BTNG-positive cells under BLSE with or without SOX17 by RNA-seq analysis (Fig. 2A and Supplementary Fig. 2A). 

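Cells of the TG+ line were taken from DK20FA culture and aggregated in BLSE, which holds 200 ng/ml BMP4, 1000 U/ml LIF, 100 ng/ml SCF and 50 ng/ml EGF. In the SOX17 + BLSE condition, 100 µM dexamethasone was added to induce the SOX17 transgene. Libraries in 2 replicates were made from cjESCs and from cells at 12, 24, 48 and 96 h of each condition, 18 libraries in all. At 12, 24 and 48 h all cells of the aggregates were collected. At 96 h all cells were collected in BLSE but sorted BLIMP1-tdTomato-positive cells in SOX17 + BLSE, so differences between these conditions at 96 h also compare sorted with unsorted cells. The correlation across genes between replicates lay between 0.986 and 0.992 in these conditions. The PCA was computed on log2(TPM + 1) without scaling of the genes, after the filter on low values, and the loadings of the genes on each axis were turned into Z scores. Genes further than 2.5 SD from the origin on the plane of PC1 and PC2 were assigned to the axis and side on which their Z score was largest.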

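PC1 held 39.5% and PC2 25.6% of the variance over the 18 libraries and 11174 genes that varied. On PC2, cjESCs lay at 47.6 ± 4.33 and cells in BLSE moved to 19.8 ± 4.01, 9.99 ± 0.165, −18.6 ± 0.134 and −60.1 ± 0.70 at 12, 24, 48 and 96 h. On PC1 they moved from −8.93 ± 0.552 to −39.8 ± 1.97 at 96 h (mean ± SD, n = 2). Cells with SOX17 moved on PC1 to 0.723 ± 0.778, 12.7 ± 0.361, 28.5 ± 1.65 and 85.6 ± 2.85 over the same times, and on PC2 to −19.8 ± 1.33 at 96 h. The difference between the conditions on PC1 grew from 23.8 at 12 h to 37.4, 59.6 and 125 at 24, 48 and 96 h. On PC2 it was 0.26, 2.77 and 6.82 up to 48 h and 40.4 at 96 h, when sorted cells were compared with unsorted ones. Beyond 2.5 SD lay 832 genes. Scaling every gene to unit variance moved this count most, to 0 genes. That scaling limits how large a loading can be, so the cut-off of 2.5 SD does not carry over to it.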

PCA illustrated two distinct trajectories: a BLSE-driven trajectory along the PC2 axis and a SOX17 + BLSE-driven trajectory along the PC1 axis (Fig. 2A). Indeed, genes positively contributing to PC1 of the PCA, including *PRDM1* and *NANOS3,* were associated with PGC specification (Fig. 2B, Group 4). In contrast to the genes in Group 4, those in Group 3, including *SNAI2*, *VIM*, *HAND1* and *LEF1*, were associated with epithelial–mesenchymal transition (EMT) and mesodermal differentiation (Fig. 2B). 

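The positive side of PC1 held 179 of the genes beyond 2.5 SD. PRDM1 (gene 100401970) had a Z score of 3.39 and NANOS3 (gene 100405226) of 5.96 on this axis. PRDM1 rose from 14.1 ± 4.99 TPM in cjESCs to 64.7 ± 3.7 TPM at 12 h and 169 ± 19.5 TPM at 96 h with SOX17, and was at 14.6 ± 0.099 and 11.8 ± 0.198 TPM at these times in BLSE. Its log2 fold change between the conditions was 2.08 (adjusted p = 1.26e-08) at 12 h and 3.73 (adjusted p = 2.73e-17) at 96 h. NANOS3 rose from 0.58 ± 0.226 TPM to 39.2 ± 6.7 and 255 ± 29.6 TPM, with log2 fold changes over BLSE of 2.64 (adjusted p = 1.11e-07) and 6.70 (adjusted p = 2.83e-20). NANOS3 also rose in BLSE alone, by 2.03 (adjusted p = 6.1e-06) on the log2 scale at 12 h, to 5.5 ± 1.65 TPM. The adjusted p-values are from limma with Benjamini-Hochberg adjustment. PRDM1 is the gene whose reporter was used to sort the cells at 96 h, and reads of the PRDM1 transgene of the TG+ line, if any, cannot be told apart from those of the gene.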

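On the negative side of PC1 were 249 genes. The Z scores on PC1 were −4.08 for SNAI2 (gene 100404347), −4.22 for VIM (gene 100408168), −3.11 for HAND1 (gene 100399939) and −4.26 for LEF1 (gene 100399759). At 48 h, with all cells collected in both conditions, the log2 fold change of SOX17 + BLSE over BLSE was −1.55 (adjusted p = 0.00024) for SNAI2, −2.26 (adjusted p = 1.25e-11) for VIM, −0.78 (adjusted p = 0.0682) for HAND1 and −2.83 (adjusted p = 9.02e-10) for LEF1, from limma with Benjamini-Hochberg adjustment. The adjusted p of HAND1 at 48 h, from the spread pooled over all conditions, was above 0.05, while its replicates lay at 1048 and 991 TPM in SOX17 + BLSE and 1769.6 and 1729 TPM in BLSE and did not overlap. At 96 h, between sorted and unsorted cells, the values were −4.47, −4.83, −3.66 and −5.23, the largest adjusted p being 2.82e-12. VIM was at 1562 ± 99.8 TPM in BLSE and 326 ± 51.5 TPM in SOX17 + BLSE at 48 h, and SNAI2 at 36 ± 2.67 and 12 ± 4.21 TPM.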

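At 96 h, 972 of the 11197 genes were DEGs between SOX17 + BLSE and BLSE, 531 higher and 441 lower with SOX17, in sorted against unsorted cells. The largest decreases on the log2 scale were those of CD226 (gene 100385751, −7.32), DCN (gene 100405391, −7.30), OLFML2B (gene 100389747, −7.04), ANGPT2 (gene 100404686, −6.82) and TBX4 (gene 100411523, −6.73). DCN was at 1378 ± 459 TPM in BLSE and 7.69 ± 2.38 TPM in SOX17 + BLSE (adjusted p = 1.91e-16), and TBX4 at 263 ± 42.6 and 1.53 ± 0.743 TPM. The largest increases were those of NANOG (8.35), CDH2 (gene 100411112, 7.50) and UTF1 (gene 100392482, 7.13), together with TBXT (gene 100384957) and CDH8 (gene 100404500), which were listed at 0 TPM in both BLSE libraries and at 477 and 411 TPM (TBXT) and 156 and 154 TPM (CDH8) in the SOX17 + BLSE libraries. Median-ratio scaling of the libraries changed the split from 531 higher and 441 lower to 426 higher and 548 lower, and lowered the median log2 fold change of all genes by 0.24.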

Gene ontology (GO) analysis of the genes in Group 3 showed enrichment of the GO terms related to EMT and mesodermal differentiation (e.g., anterior/posterior pattern specification and sprouting angiogenesis) (Fig. 2C), indicating that cjESCs readily differentiate to mesodermal cells in the absence of SOX17. 

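The negative side of PC2 held 179 genes. TBX2 (gene 100411884), TBX3 (gene 100397791) and GATA2 (gene 100411598) had Z scores of −3.74, −3.47 and −3.96 on PC2. In BLSE at 48 h, their log2 fold changes over cjESCs were 3.83 (adjusted p = 2.52e-13) for TBX2, 5.15 (adjusted p = 1.65e-16) for TBX3 and 3.96 (adjusted p = 7.61e-12) for GATA2 (limma, Benjamini-Hochberg adjustment). TBX3 rose from 4.89 ± 1.58 to 205 ± 1.68 TPM, and GATA2 from 7.26 ± 0.813 to 127 ± 1.17 TPM. With SOX17 at 48 h, TBX2 rose by 2.74, TBX3 by 5.61 and GATA2 by 5.41 on the log2 scale, and the difference between the conditions was −1.09 (adjusted p = 0.00343), 0.46 (adjusted p = 0.265) and 1.45 (adjusted p = 0.00101).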

In line with this expectation, genes negatively contributing to the PC2 axis included genes downstream of WNT and BMP signals, such as *TBX2*, *TBX3* and *GATA2* (Fig. 2B, Group 2), and GO analysis showed enrichment of the GO terms related to mesodermal differentiation (e.g., embryonic skeletal system morphogenesis and anterior/posterior pattern specification) (Fig. 2C, Group 2). Genes in the Group 1, the opposite group to the Group 2, were pluripotency-associated genes, such as *NANOG*, *SOX2* and *PRDM14* (Fig. 2B). Indeed, analysis of the expression of representative genes in cells under the SOX17 + BLSE condition showed not only upregulation of PGC marker genes but also constant expression of pluripotency-associated genes, such as *POU5F1* and *Nanog*, and downregulation of the genes involved in EMT (Fig. 2D, pink lines). In contrast, cells cultured under the BLSE condition without *SOX17* did not show upregulation and maintenance of PGC- and pluripotency-associated gene expression, respectively, and instead showed upregulation of some somatic genes, such as *LEF1* and *HAND1* (Fig. 2D, blue lines). These results suggested that a critical role of SOX17 is to trigger the expression of PGC-associated genes and maintain the expression of pluripotency-associated genes with suppression of a somatic cell differentiation program initiated by EMT.

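On the positive side of PC2 were 225 genes, with Z scores of 6.66 for NANOG, 6.04 for SOX2 and 6.42 for PRDM14 (gene 100411718). From cjESCs to 48 h in BLSE, the log2 fold change was −4.48 (adjusted p = 5.41e-21) for NANOG, −5.56 (adjusted p = 1.94e-17) for SOX2 and −5.72 (adjusted p = 6.36e-20) for PRDM14, by limma with Benjamini-Hochberg adjustment. NANOG stood at 27.1 ± 6.26 TPM at 48 h and 1.81 ± 0.502 TPM at 96 h, SOX2 at 3.26 ± 1.16 and 1.54 ± 0.757 TPM, and PRDM14 at 2.1 ± 0.0778 and 0.090 ± 0.127 TPM.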

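SOX17 (gene 100396115) transcripts were at 31.9 ± 6.08 TPM in cjESCs and at 166 ± 2.62, 345 ± 32.4 and 664 ± 39.1 TPM at 12, 48 and 96 h of SOX17 + BLSE, against 63.6 ± 1.34, 57.3 ± 0.368 and 40.3 ± 8.04 TPM in BLSE. Reads of the human SOX17 transgene that the TG+ line carries cannot be told apart from those of the gene in these values. TFAP2C (gene 100400638) was higher with SOX17 by 0.89 (adjusted p = 0.0019) on the log2 scale at 12 h and 2.19 (adjusted p = 1.22e-12) at 96 h. POU5F1 changed from cjESCs by 0.60 (adjusted p = 5.62e-06) at 48 h and 1.02 (adjusted p = 4.27e-11) at 96 h, and NANOG fell by 1.04 at 48 h (adjusted p = 7.33e-06) and stood 0.55 (adjusted p = 0.00675) above cjESCs at 96 h. PRDM14 fell by 4.02 at 48 h and was still −1.77 from cjESCs at 96 h, and SOX2 fell by 5.62 and 6.59 at these times (largest adjusted p = 1.05e-07). VIM rose by 1.07 at 12 h, then fell to −0.69 (adjusted p = 0.00375) and −3.01 (adjusted p = 7.74e-16) relative to cjESCs at 48 and 96 h, and SNAI2 fell to −1.07 (adjusted p = 0.00647) and −3.94 (adjusted p = 4.6e-13). At 12 h, 18 genes were DEGs between SOX17 + BLSE and BLSE, 13 higher and 5 lower with SOX17. Those with the largest increases were RSPO3 (gene 100399183, 3.11), ELOVL7 (gene 100392386, 2.95), SEMA3G (gene 100390809, 2.89), SEMA3C (gene 100386670, 2.79) and NANOS3 (2.64). The 5 lower genes were WNT8A (−2.69), APLNR (gene 100412758, −2.57), FOXF1 (gene 100406681, −2.12), AKAP14 (gene 100389425, −2.11) and CXCL12 (gene 100402880, −2.02) (largest adjusted p = 0.00454). The deviations of same-numbered replicates from their group means correlated with r = 0.207 across genes in this comparison, and with the replicate number as a block the model also gave 13 higher and 5 lower DEGs. Between SOX17 + BLSE at 12 h and cjESCs this r was 0.124, and with the block VIM had an adjusted p of 3.42e-05 there. A model of only the libraries compared gave 0 DEGs at 12 h, with 18 genes past the other thresholds at an unadjusted p under 0.05. Adjusted p-values are from limma with Benjamini-Hochberg adjustment.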

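In BLSE without SOX17, LEF1 rose from 4.24 ± 0.0707 TPM in cjESCs to 31.3 ± 8.03 TPM at 48 h and 51.8 ± 0.629 TPM at 96 h, log2 fold changes of 2.60 (adjusted p = 3.12e-09) and 3.33 (adjusted p = 3.34e-12) in limma with Benjamini-Hochberg adjustment. HAND1 rose from 343 ± 118 to 1749 ± 28.5 TPM at 48 h, by 2.39 (adjusted p = 1.85e-07), and stood 1.85 (adjusted p = 1.02e-05) above cjESCs at 96 h. HAND1 also rose in SOX17 + BLSE at 48 h, by 1.61 (adjusted p = 9.5e-05), to 1019.5 ± 40.5 TPM, before it fell below cjESCs at 96 h. PRDM1 in BLSE differed from cjESCs by 0.25 (adjusted p = 0.423) at 48 h and −0.20 (adjusted p = 0.495) at 96 h, neither with an adjusted p under 0.05. POU5F1 fell by 1.00 at 48 h and 4.70 at 96 h, to 114 ± 15 TPM (adjusted p = 2.42e-10 and 2.22e-30), and VIM rose by 1.58 at 48 h.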

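At 48 h, with unsorted cells in both conditions, 133 genes were higher with SOX17 and 93 lower. On the log2 scale, CDH8 (4.81), TCEAL5 (gene 100389782, 4.69), PIM2 (gene 100404269, 4.68), TAT (gene 100410667, 4.67) and NANOS3 (4.45) were the most increased. The most decreased were ESM1 (gene 100409925, −3.61), CER1 (gene 100410143, −3.38), CRCT1 (gene 103788986, −3.34), DKK4 (−3.28) and ALCAM (gene 100403979, −3.23) (largest adjusted p = 0.00617, limma with Benjamini-Hochberg adjustment). A model of only the libraries compared gave 97 DEGs, and median-ratio scaling turned this split into 105 higher and 115 lower. Because dexamethasone was added only with SOX17, a planned list of targets of the glucocorticoid receptor, 10 of which passed the filter, was compared at 12 h. Its mean log2 value changed by −0.11 with SOX17, with 3 genes higher and 7 lower (limma's fry, adjusted p = 0.406 over 7 planned lists), and 0 of the 10 genes had an adjusted p under 0.01 (0 also when adjusted over the list alone, and 0 with an unadjusted p under 0.05). With the replicate number as a block, where same-numbered replicates correlated with r = 0.207, the p of this list stayed above 0.05. From the rise of PGC genes, the maintained POU5F1 and NANOG and the lower EMT genes with SOX17, and their opposite course in BLSE alone, the paper proposes that SOX17 triggers PGC-associated genes, maintains pluripotency-associated genes and suppresses a somatic program that begins with EMT.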

**Figure 2:**
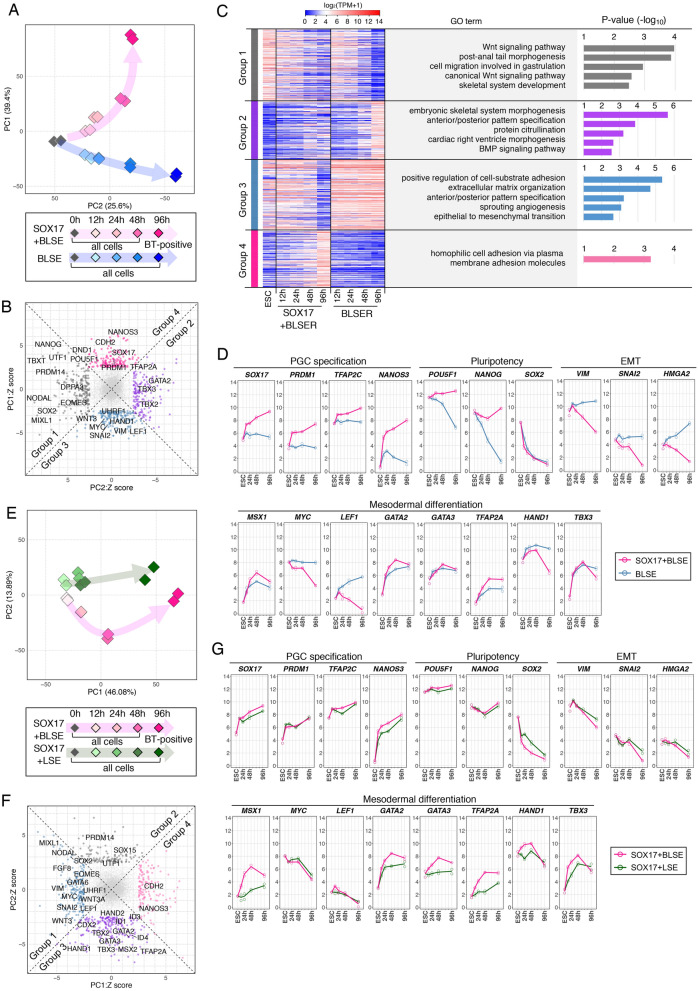
Dissection of molecular pathways downstream of SOX17 and BMP4. (**A**) Differentiation trajectories during the induction of BTNG-positive cells with SOX17 + BLSE and BLSE alone. Shown are PCA plots of cjESCs and cells at 12, 24, 48, or 96 h of culture under the condition indicated. In this series of analyses, cjESCs were maintained under the DK20FA condition. (**B**) A scatterplot of the Z scores of the genes for the PC1 and 2 axes. The scatterplot was made using the Z scores of the genes for the PC1 and 2 axes shown in (**A**). Genes with > 2.5 SDs (695 genes) are shown. (**C**) Heatmap and GO analyses of genes contributing to each PC. The heatmap shows the expression level of genes categorized in the Z score plot in (**B**). Representative GO terms for each gene group and their p-values are shown at the right. (**D**) Expression dynamics of representative genes during the induction of BTNG-positive cells with SOX17 + BLSE and BLSE alone. The graphs show the expression levels of genes involved in PGC specification, pluripotency, epithelial-mesenchymal transition (EMT) and mesoderm differentiation during the induction of BTNG-positive cells. Each plot is based on duplicated RNA-seq analyses. The mean values are connected by the line. (**E**) Differentiation trajectories during the induction of BTNG-positive cells with SOX17 + BLSE and SOX17 + LSE. (**F**) A scatterplot of the Z scores of the genes for the PC1 and 2 axes. The scatterplot was made using the Z scores of the genes for the PC1 and 2 axes shown in (**E**). Genes with > 2.5 SDs (651 genes) are shown. (**G**) Expression dynamics of representative genes during the induction of BTNG-positive cells with SOX17 + BLSE and SOX17 + LSE. Details are the same as in (**D**). The analyses in this figure were performed using the common genes between marmosets and humans (15,755 genes).

To clarify the effect of BMP4, we next compared the transcriptomic trajectory between the SOX17 + BLSE and SOX17 + LSE conditions. 

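SOX17 + LSE differs from SOX17 + BLSE only in that BMP4 was left out. Its cells were of the same TG+ line from DK20FA culture, with LIF, SCF, EGF and dexamethasone at the same doses, in 2 replicates at each of 12, 24, 48 and 96 h. All cells were collected up to 48 h and BLIMP1-tdTomato-positive cells at 96 h, in both conditions. The PCA of this comparison was computed on the 16 libraries of both conditions and the 11177 genes that varied between them, without the cjESCs, which the legend of Fig. 2E does not name.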

The difference in the transcriptomic trajectory, though subtle, was represented by the PC2 axis (Fig. 2E). 

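PC1 held 48.5% and PC2 13.4% of the variance. On PC2 the cells with BMP4 lay at −3.75 ± 1.43, −15.4 ± 0.255, −37.4 ± 2.82 and −2.09 ± 4.93 at 12, 24, 48 and 96 h, and those without it at 11.3 ± 3.7, 17.7 ± 3.75, 10.3 ± 1.98 and 19.4 ± 8.22 (mean ± SD, n = 2). The difference on PC2 was −15.1, −33.1, −47.7 and −21.5 over these times. On PC1 it was 2.02 and 2.19 at 12 and 24 h, and 22.7 and 24 at 48 and 96 h. Beyond 2.5 SD lay 814 genes, 252 of them on the negative side of PC2. At 48 h, 114 genes were DEGs, 69 higher and 45 lower with BMP4, and at 96 h 86 genes, 37 higher and 49 lower, with 9 higher and 6 lower genes shared by both times. At 48 h KRT72 (gene 100395494, 6.98), SLC6A2 (gene 100388661, 5.56), PRR9 (gene 100896559, 4.85) and DLX5 (gene 100399579, 4.44) had large log2 increases. Among lower genes, MIXL1 (−4.69), CER1 (−4.36), SAMD3 (−3.75), TUBB4A (gene 100415692, −3.64) and NODAL (gene 100406643, −3.55) had the largest decreases (largest adjusted p = 0.000931). At 96 h PRR9 (7.32), GAST (gene 100385233, 5.00), KRT72 (4.08), SLC13A4 (gene 100413094, 3.44) and S100P (gene 100388065, 3.42) had the largest increases. Large decreases were those of WNT8A (−4.23), DCN (−3.73) and TTR (gene 100414809, −3.22) (largest adjusted p = 8.94e-05, limma with Benjamini-Hochberg adjustment). SPINK1 (gene 100402066) and DDC (gene 100402255), also among the most decreased, were listed at 0 TPM in both libraries with BMP4 and at 8.05 and 16.2 TPM (SPINK1) and 9.3 and 7.72 TPM (DDC) without it. At 96 h same-numbered replicates correlated with r = 0.117 across genes, and the model with the replicate number as a block gave 37 higher and 49 lower DEGs. With only the libraries compared in the model, the count was 2 DEGs at 48 h and 0 at 96 h, where 87 genes passed the other thresholds at an unadjusted p under 0.05.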

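The Z scores on PC2 were −5.02 for MSX2 (gene 100387689), −3.24 for ID1 (gene 100412122), −4.16 for ID4 (gene 103792242), −4.31 for GATA2 and −4.74 for GATA3 (gene 100389441). MSX2, ID1 and ID4 were higher with BMP4 from the first time point, with log2 fold changes at 12 h of 3.08 (adjusted p = 6.55e-12), 2.47 (adjusted p = 6.55e-12) and 2.67 (adjusted p = 7.87e-11). At 48 h they were smaller, at 1.46 (adjusted p = 1e-05), 0.86 (adjusted p = 0.00075) and 1.38 (adjusted p = 1.41e-05) (limma, Benjamini-Hochberg adjustment). The difference between the effects at 48 and 12 h was −1.62 (adjusted p = 0.00191) for MSX2, −1.60 (adjusted p = 0.00014) for ID1 and −1.29 (adjusted p = 0.0117) for ID4. GATA2 and GATA3 differed at 12 h by 1.05 (adjusted p = 0.281) and 0.99 (adjusted p = 0.143). Same-numbered replicates correlated with r = 0.289 across genes at 12 h, and with the replicate number as a block the adjusted p was 5.67e-12 for MSX2, 1.81e-12 for ID1, 2.3e-10 for ID4, 0.241 for GATA2 and 0.143 for GATA3. MSX2 was at 215 ± 25.7 TPM with BMP4 and 24.6 ± 2.03 TPM without it at 12 h, and ID1 at 797 ± 29.2 and 143 ± 5.78 TPM.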

Genes negatively contributing to the PC2 axis included *MSX2, ID1*, *ID4*, *GATA2* and *GATA3*, all of which are direct targets of BMP signaling^19,34^ (Fig. 2F, Group 3). Two of these genes, *GATA2* and *GATA3*, are cooperatively involved in human PGCLC differentiation^19^. It is noteworthy that *TFAP2A* is found in the genes negatively contributing to the PC2 axis (Fig. 2F, Group 3). 

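TFAP2A (gene 100393261) had a Z score of −5.20 on PC2 and 2.62 on PC1, at a distance of 5.82 SD from the origin. The distance of TFAP2C, a gene of the same family, was 1.28 SD, and its Z score on PC2 was −0.30.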

*TFAP2A* is preferentially expressed in the nascent amnion containing PGC precursors in cynomolgus monkeys^6^ and is also expressed in the precursor population during PGCLC induction from human ESCs^18,35^. The expression of representative genes confirmed the upregulation of *GATA2, GATA3* and *TFAP2A* (Fig. 2G, pink lines). These results suggested that BMP-mediated signaling promotes commitment to the precursor cell population through induction of *GATA2*, *GATA3* and *TFAP2A*. 

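In SOX17 + BLSE, GATA2 rose from 7.26 ± 0.813 TPM in cjESCs to 351 ± 5.49 TPM at 48 h, GATA3 from 37.4 ± 16.7 to 217 ± 8.36 TPM and TFAP2A from 2.27 ± 0.594 to 43.7 ± 0.707 TPM. Without BMP4 they reached 87.1 ± 5.24, 44.8 ± 10.3 and 4.36 ± 0.912 TPM at 48 h. The log2 fold change with BMP4 at 48 h was 2.00 (adjusted p = 3.23e-05) for GATA2, 2.27 (adjusted p = 1.67e-07) for GATA3 and 3.07 (adjusted p = 4.83e-10) for TFAP2A in limma with Benjamini-Hochberg adjustment. GATA2 rose without BMP4 as well, by 3.42 (adjusted p = 7.16e-10) from cjESCs.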

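The effect of BMP4 at 48 h exceeded that at 12 h by 1.98 (adjusted p = 0.00226) on the log2 scale for TFAP2A, 1.27 (adjusted p = 0.0703) for GATA3 and 0.94 (adjusted p = 0.379) for GATA2, from the interaction in limma with Benjamini-Hochberg adjustment. At 96 h, in sorted cells, the effect was 1.59 (adjusted p = 0.000107) for TFAP2A, 1.39 (adjusted p = 0.000538) for GATA3 and 0.94 (adjusted p = 0.0557) for GATA2. From the higher GATA2, GATA3 and TFAP2A with BMP4, and reports that TFAP2A marks the nascent amnion and the precursors of PGCLCs, the paper proposes that BMP signaling promotes commitment to the precursor population by inducing these genes.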

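Among PGC specification genes, PRDM1 differed between SOX17 + BLSE and SOX17 + LSE by −0.44 (adjusted p = 0.754) at 12 h and 0.21 (adjusted p = 0.618) at 48 h on the log2 scale, neither with an adjusted p under 0.05. NANOS3 was higher with BMP4 by 1.43 (adjusted p = 0.00876), 1.10 (adjusted p = 0.0196), 1.27 (adjusted p = 0.00218) and 0.68 (adjusted p = 0.131) at 12, 24, 48 and 96 h, and TFAP2C by 0.91 (adjusted p = 0.000461) at 48 h. Among pluripotency-associated genes, NANOG differed by 0.35 (adjusted p = 0.212) and POU5F1 by 0.57 (adjusted p = 4.7e-05) at 48 h. SOX2 was lower with BMP4 by −2.07 (adjusted p = 4.83e-06) at 24 h and −1.59 (adjusted p = 9.5e-05) at 48 h, and PRDM14 by −1.90 (adjusted p = 1.04e-06) and −2.20 (adjusted p = 1.69e-08). Same-numbered replicates correlated with r = 0.289 across genes at 12 h and 0.181 at 24 h. With the replicate number as a block, the adjusted p of NANOS3 was 0.0124 and 0.0229 at these times and that of PRDM1 at 12 h 0.69, and at 24 h it was 6.2e-06 for SOX2 and 1.17e-06 for PRDM14. Among EMT-related genes at 48 h, VIM differed by −0.37 (adjusted p = 0.23) and SNAI2 by −0.44 (adjusted p = 0.431). In the sorted cells at 96 h VIM was lower with BMP4 by −1.26 (adjusted p = 8.62e-06) and SNAI2 by −1.43 (adjusted p = 0.00143). NANOS3 at 48 h was at 100.4 ± 8.22 TPM with BMP4 and 40.9 ± 1.8 TPM without it, and PRDM14 at 9.09 ± 1.17 and 45.4 ± 7.23 TPM. These values are from limma with Benjamini-Hochberg adjustment.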

Of note, the expressions of PGC specification-related genes, pluripotency-associated genes, and EMT-related genes were not affected in absence of BMP4 (Fig. 2G), suggesting that WNT signaling has a prominent role in somatic cell differentiation during PGC specification.

### Repression of WNT signaling enabled the induction of BTNG-positive cells

Given that an important effect of SOX17 is to prevent somatic cell differentiation triggered by activation of WNT signaling during PGCLC differentiation, an appropriate inhibition of the signaling by small chemicals would enable differentiation of BTNG-positive cells without exogenous SOX17 expression. To test this possibility, we added IWR1, an inhibitor of Wnt signaling, to BLSE (Fig. 3A). Under this condition, a small but distinct population of BTNG-positive cells was observed at 96 h of culture in the presence of IWR1 (Fig. 3A). This result indicates that WNT is no longer required for cjPGCLC induction in BLSE. As it is known that WNT signaling is required to confer competence for PGC differentiation^14,17^, we temporally added a WNT agonist, IM12, and activin A to the medium one day before cjPGCLC induction (Fig. 3B). This pre-treatment clearly enhanced the induction of BTNG-positive cells. These results indicate that temporal controls of WNT signaling, activation in the pre-treatment and inhibition in PGCLC differentiation, are important for the induction of BTNG-positive cells. This condition with IM12 addition as part of the pre-treatment and IWR1 addition for the induction of BTNG-positive cells is described hereinafter as the BLSE + IWR1 condition.

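For RNA-seq of this condition, cells of the TG− line were taken from PESFA culture, treated for 24 h with 1 µM IM12, an agonist of WNT signaling, and 50 ng/ml activin A, and aggregated in BLSE with 2.5 µM of the WNT inhibitor IWR1. Libraries in 2 replicates were made from cjESCs, from pre-treated cjESCs sorted for TRA-1-60, from all cells at 12, 24 and 48 h, and from sorted BLIMP1-tdTomato-positive cells at 96 h. The BLSE libraries without IWR1 are those of the TG+ line from DK20FA culture, without pre-treatment. A difference between BLSE + IWR1 and BLSE thus combines IWR1 with the line, the medium and the pre-treatment, and at 96 h also with sorting. The replicates correlated across genes with r = 0.988 in pre-treated cjESCs and between 0.981 and 0.992 in BLSE + IWR1, lowest at 48 h. Pre-treated cjESCs differed from cjESCs in PESFA in 4 DEGs. SMKR1 (gene 103795046) and ASPN (gene 100410747) were higher, by 2.51 (adjusted p = 0.000485) and 2.49 (adjusted p = 6.28e-06) on the log2 scale, and CRABP1 (gene 100385415) and VEGFA (gene 100389629) lower, by −2.50 (adjusted p = 6.75e-05) and −2.47 (adjusted p = 3.08e-07), from limma with Benjamini-Hochberg adjustment. Same-numbered replicates correlated with r = 0.164 across genes in this comparison, and the model with the replicate number as a block also gave 2 higher and 2 lower DEGs. A model of only these libraries gave 0 DEGs, with 4 past the other thresholds at an unadjusted p under 0.05.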

**Figure 3:**
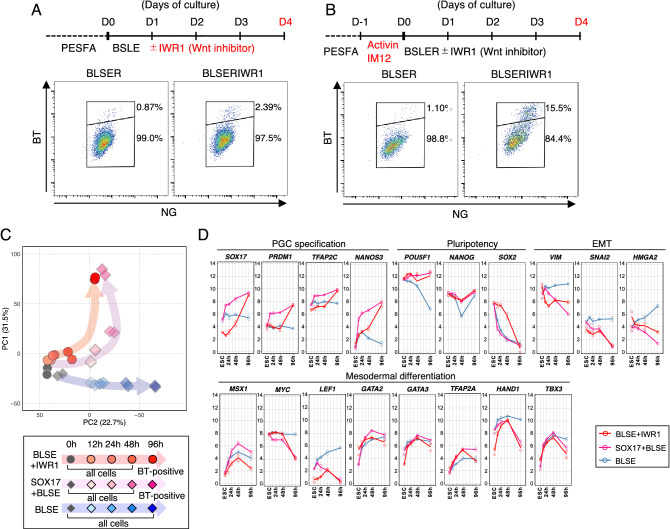
Efficient induction of BTNG-positive cells in the presence of IWR1. (**A**) Enhanced induction of BTNG-positive cells with IWR1. Shown are the schematic time course of the BTNG-positive cell induction with IWR1 (top) and a representative FACS plot of cells at day 4 of induction (bottom). (**B**) Further enhancement of the BTNG-positive cell induction with the preculture period and IWR1. Shown are a schematic time course of the BTNG-positive cell induction with the preculture period and IWR1 (top) and a representative FACS plot of cells at day 4 of induction (bottom). (**C**) Differentiation trajectories during the induction of BTNG-positive cells with BLSE + IWR1. Shown are PCA plots of cjESCs and cells at 12, 24, 48, or 96 h of culture under the condition indicated. The differentiation trajectories under the conditions with SOX17 + BLSE and BLSE alone were the same as in Fig. 2A. (**D**) Expression dynamics of representative genes during the BTNG-positive cell inductions with BLSE + IWR1, SOX17 + BLSE and BLSE alone. Graphs show the expression levels of genes involved in PGC specification, pluripotency, EMT and mesodermal differentiation. Each plot is based on duplicated RNA-seq analyses. The mean values are connected by a line. The analyses in this figure were performed using the common genes between marmosets and humans (15,755 genes).

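At 96 h, between sorted BLIMP1-tdTomato-positive cells of both conditions, 64 of 11197 genes were DEGs, 3 higher and 61 lower in BLSE + IWR1 than in SOX17 + BLSE. The higher genes, with the log2 fold change, were MMP9 (gene 100415095, 3.11), CALB2 (gene 100396139, 2.83) and NEFM (gene 100410259, 2.18). The largest decreases were those of PRR9 (−4.57), COMP (gene 100391690, −4.00), CSTA (gene 100406044, −3.90), KRT72 (−3.73) and S100A4 (−3.44), with adjusted p-values of at most 0.000211 in limma with Benjamini-Hochberg adjustment. Of the 61 lower genes, 24 were also among the 37 DEGs that were higher with BMP4 in SOX17 + BLSE at 96 h. Both comparisons use the same SOX17 + BLSE libraries, so chance deviations in these libraries add to the overlap. The cells came from different lines and media, and the model of only these libraries gave 0 DEGs, with 66 genes past the other thresholds at an unadjusted p under 0.05. The split of DEGs was 7 higher and 51 lower after quantile normalization, and 3 and 54 after median-ratio scaling. With a pseudocount of 0.1 it was 10 and 72. Earlier, 41 genes were higher and 110 lower at 12 h, 54 and 118 at 24 h, and 65 and 136 at 48 h. Cells at these earlier times were unsorted in both conditions, so the smaller count at 96 h cannot be told apart from an effect of sorting. PRDM1 was at 168 ± 17.3 TPM in BLSE + IWR1 and 169 ± 19.5 TPM in SOX17 + BLSE at 96 h, NANOS3 at 186 ± 55.9 and 255 ± 29.6 TPM. Both groups were sorted on the PRDM1 reporter, which by itself would give similar levels of PRDM1. TFAP2C was at 815 ± 62.4 and 959 ± 30.9 TPM, and SOX17 at 515 ± 57 and 664 ± 39.1 TPM, the last with reads of the transgene, if any, in the TG+ line. On the plane of Fig. 3C, the 96 h cells of BLSE + IWR1 lay −6.22 on PC1 and 8.68 on PC2 from those of SOX17 + BLSE.

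**Figure D1:**
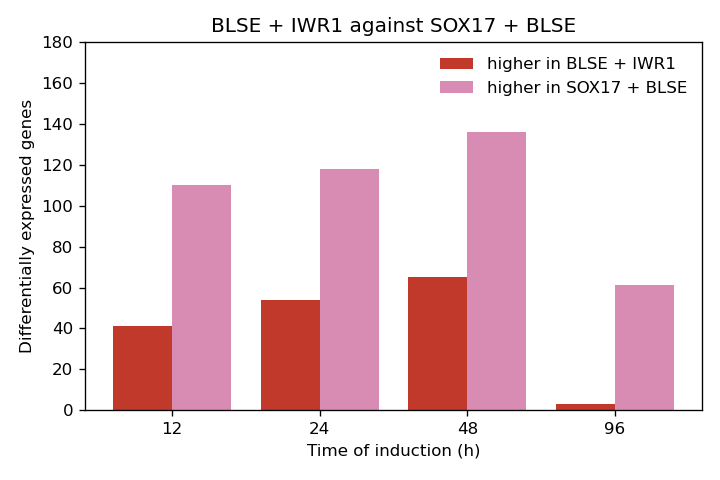
Number of differentially expressed genes between BLSE + IWR1 and SOX17 + BLSE at each time, with n = 2 libraries per condition. Cells were unsorted up to 48 h and sorted for BLIMP1-tdTomato at 96 h, in both conditions.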

The gene expression profile of BTNG-positive cells at 96 h of culture under the BLSE + IWR1 condition with one-day of pre-treatment was similar to that of BTNG-positive cells induced by SOX17 + BLSE (Fig. 3C, Supplementary Fig. 2B and 3B). 

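Over 28 libraries and 11190 genes, PC1 held 31.6% and PC2 22.7% of the variance. At 48 h the cells lay on PC2 at 19.6 ± 2.82 in BLSE + IWR1, −37.6 ± 1.48 in BLSE and −22.6 ± 2.96 in SOX17 + BLSE (mean ± SD, n = 2). The difference between BLSE + IWR1 and BLSE on PC2 was 44 at 12 h, 48.2 at 24 h, 57.2 at 48 h and 60.5 at 96 h, so most of it was present at the first time point. Before induction, cjESCs already lay apart on PC2, at 42.52 ± 0.247 in PESFA and 29.55 ± 3.61 in DK20FA. Part of the difference thus cannot be told apart from one between the starting cells. On PC1 the difference between BLSE + IWR1 and BLSE was 23.8, 28.1 and 28.8 up to 48 h and 108 at 96 h, between sorted and unsorted cells.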

Looking at the transcriptomic trajectory, addition of IWR1 prevented a trend toward differentiation, represented by the PC2 axis, at 48 h of culture (Fig. 3C). It was noteworthy that the expression of pluripotency-associated genes, including *POU5f1* and *NANOG*, was maintained with IWR1, and the expression of EMT-related genes was downregulated (Fig. 3D, red lines). In contrast to the rapid upregulation of PGC marker gene expression under the SOX17 + BLSE condition, the expression of such genes was gradually upregulated in the cells cultured with BLSE + IWR1 condition (Fig. 3D). This observation is consistent with previous findings that an excessive activation of WNT signaling perturbs PGCLC differentiation in mice and humans^14,17^. Thus, we conclude that inhibition of WNT signaling promotes the induction of BTNG-positive cells by repressing the somatic differentiation and maintaining pluripotency-associated gene expression, by which PGC competence would be properly conferred on the cells.

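With IWR1, POU5F1 was at 5406 ± 528 TPM at 48 h and 7040.1 ± 63.1 TPM at 96 h, against 3363 ± 93.6 TPM in cjESCs. NANOG went from 613 ± 112 to 264 ± 31.1 and 743 ± 73.4 TPM. From cjESCs to 48 h, the log2 fold change was 0.68 (adjusted p = 6.28e-07) for POU5F1, −1.20 (adjusted p = 7.51e-07) for NANOG, −2.11 (adjusted p = 2.27e-07) for SOX2 and −4.55 (adjusted p = 4.78e-17) for PRDM14 (limma, Benjamini-Hochberg adjustment). Against BLSE without IWR1 at 48 h, from the other line and medium, it was 1.86 (adjusted p = 8.4e-17) for POU5F1 and 3.26 (adjusted p = 1.11e-16) for NANOG. VIM changed from cjESCs by −2.27 (adjusted p = 5e-12) at 48 h and −2.60 (adjusted p = 4.81e-14) at 96 h, SNAI2 by −0.21 (adjusted p = 0.641) and −2.57 (adjusted p = 1.2e-08), and LEF1 by 1.63 (adjusted p = 1.78e-05) and −0.26 (adjusted p = 0.452). HAND1 rose by 5.09 (adjusted p = 3.46e-15) at 48 h, to 1181 ± 7.02 TPM, and differed from BLSE by −0.57 (adjusted p = 0.176). At 96 h it stood 0.57 (adjusted p = 0.125) from cjESCs. Relative to BLSE at 48 h, VIM differed by −2.34 (adjusted p = 5.95e-12), SNAI2 by −1.83 (adjusted p = 1.82e-05) and LEF1 by −2.73 (adjusted p = 1.87e-09). The reference cjESCs in PESFA held more stromal transcripts than those in DK20FA, by 2.19 in the mean log2 value of a list. Reads of mouse feeder cells are not excluded there. The size of a change from this reference, such as the fall of VIM, thus depends on the starting cells as well as on IWR1.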

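In BLSE + IWR1, PRDM1 changed from cjESCs by 0.02 (adjusted p = 0.974) at 12 h, −0.63 (adjusted p = 0.0172) at 48 h and 3.21 (adjusted p = 3.89e-15) at 96 h on the log2 scale, and at 12 h by −0.046 after median-ratio scaling. NANOS3 rose by 1.49 (adjusted p = 0.000205), 2.54 (adjusted p = 1.17e-08) and 6.27 (adjusted p = 5.48e-19) at these times, and TFAP2C by 0.24 (adjusted p = 0.37), 0.49 (adjusted p = 0.0317) and 2.99 (adjusted p = 6.89e-16). SOX17, without a transgene in this line, changed by −0.47 (adjusted p = 0.244), 1.34 (adjusted p = 0.000306) and 5.94 (adjusted p = 1.2e-18). The change in SOX17 + BLSE from its own cjESCs exceeded that in BLSE + IWR1 by 2.15 (adjusted p = 1.31e-06) at 12 h, 2.96 (adjusted p = 1.73e-09) at 48 h and 0.32 (adjusted p = 0.496) at 96 h for PRDM1. For NANOS3 the excess was 3.17 (adjusted p = 4.9e-07), 3.47 (adjusted p = 6.29e-08) and 1.07 (adjusted p = 0.0667), as interactions in limma with Benjamini-Hochberg adjustment. For TFAP2C the interaction was 1.18 (adjusted p = 0.001), 1.08 (adjusted p = 0.00173) and −0.57 (adjusted p = 0.125). PRDM1 and TFAP2C have transgenes in the TG+ line whose reads, if any, add to these values. Over all genes, 1317 had an adjusted p under 0.01 for this interaction at 12 h, 1904 at 48 h and 1276 at 96 h. In both conditions the cells were unsorted at 12 and 48 h and sorted on the PRDM1 reporter at 96 h. The rise of PRDM1 at 96 h, and its small interaction there, are what such sorting would give. For NANOS3, TFAP2C and SOX17, a change after 48 h cannot be told apart from an effect of sorting.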

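At 96 h, sorted cells with IWR1 differed from unsorted cells in BLSE in 957 DEGs, 429 higher and 528 lower. Median-ratio scaling turned this split into 346 higher and 646 lower, and quantile normalization into 348 and 580. Of the 957 DEGs, 357 higher and 381 lower genes were also DEGs of SOX17 + BLSE over BLSE at 96 h, a comparison with the same BLSE libraries. The largest log2 increases were those of NANOG (8.05), CDH2 (7.76) and UTF1 (7.28), with TBXT at 504 and 647 TPM and CDH8 at 177 and 159 TPM in the libraries with IWR1 and both listed at 0 TPM in BLSE. The largest decreases were those of TBX4 (−7.27), CYP26A1 (gene 100388379, −6.96), CIDEC (gene 100400704, −6.84), OLFML2B (−6.66) and HAPLN1 (gene 100402072, −6.62) (largest adjusted p = 4.22e-16, limma with Benjamini-Hochberg adjustment). A list of 13 WNT targets was lower with IWR1 by −1.08 at 12 h (8 of 13 genes lower, limma's fry, adjusted p = 5.23e-06 over 92 lists) and by −1.16 at 24 h (10 of 13 lower, adjusted p = 1.43e-06) in mean log2 value. In cjESCs, before induction, it was already lower in PESFA than in DK20FA by −1.06 (11 of 13 lower, adjusted p = 4.36e-06). With IWR1 its mean went from 2.416 in cjESCs to 2.845 at 12 h, and in BLSE from 3.473 to 3.922. The libraries with IWR1 at 12 h lay apart, at 3.29 and 2.40, and those of cjESCs in PESFA at 2.58 and 2.25. The change with IWR1 from cjESCs to 12 h had an adjusted p of 0.0112 (limma's fry, over 92 lists), from the spread pooled over all conditions. The libraries of the 2 groups nonetheless overlapped, and the size of the value at 12 h depends on the library. At 48 h the difference was −0.15 (adjusted p = 0.59) and at 96 h 0.27 (adjusted p = 0.101). At 24 h same-numbered replicates correlated negatively across genes, with r = −0.21. With their numbers crossed, chosen after seeing the values, the differences of the list were −1.17 and −1.16, against −1.22 and −1.10 for the same numbers, and with either block the p stayed below 0.05. In a model of only the libraries compared the p at 12 h rose above 0.05, and with a pseudocount of 0.1 the p at 96 h fell below 0.05. From the maintained POU5F1 and NANOG, the lower EMT genes and the PGC genes reached with IWR1, the paper concludes that inhibiting WNT signaling promotes BTNG-positive cells by repressing somatic differentiation and maintaining pluripotency-associated genes.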

### Repression of retinoic acid signaling enhanced the induction of BTNG-positive cells

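At 48 h, 267 genes were DEGs between BLSE + IWR1 and BLSE, of which 116 were higher with IWR1. Those with the largest log2 increases were FOXJ1 (gene 100405481, 4.41), FGF8 (gene 118146090, 4.03), SOX2 (3.70), CA11 (gene 100388440, 3.50) and ZIC2 (3.46) (largest adjusted p = 2.57e-05, limma with Benjamini-Hochberg adjustment). A planned list of neural genes, 7 of which passed the filter, was higher with IWR1 by 1.16 in mean log2 value, with 7 of 7 genes higher (fry in limma, adjusted p = 1.87e-09 over 7 planned lists). Among them ZIC2 rose by 3.46 (adjusted p = 2.57e-05), SOX3 (gene 100404149) by 1.69 (adjusted p = 0.000334) and POU3F2 (gene 100387234) by 1.62 (adjusted p = 1.14e-06), and the other 4 had an adjusted p above 0.01. Against cjESCs of their own line and medium, the cells with IWR1 at 48 h did not exceed the cjESCs, as the list differed by −0.19 (adjusted p = 0.89 over 92 lists), with POU3F2 at 3.55 (adjusted p = 1.2e-14) and ZIC1 (gene 100407505) at −3.06 (adjusted p = 1.25e-12). In cjESCs the list was already higher in PESFA than in DK20FA by 0.93 (adjusted p = 1.15e-09), and in BLSE at 48 h it differed from cjESCs in DK20FA by −0.42 (adjusted p = 0.749). ZIC2 is also a gene of the primed list, whose mean at 48 h was 5.388 with IWR1 and 4.442 in BLSE (limma's fry, adjusted p = 3.9e-06 over 92 lists). The naive list was at 4.183 and 3.643 (limma's fry, adjusted p = 0.00284). A neural program thus cannot be told apart from kept transcripts of pluripotent cells. Of the 116 higher genes, 53 were lower in BLSE at 48 h than in cjESCs in DK20FA, and 13 were higher in BLSE + IWR1 than in cjESCs in PESFA. A model of only the libraries compared gave 0 DEGs, with 268 genes past the other thresholds at an unadjusted p under 0.05.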

Despite the finding that WNT inhibition exerted a positive effect on induction of BTNG-positive cells, we found a slight enrichment of gene expression related to neuronal development, as this enrichment was represented by the GO terms (e.g., central nervous system myelination and synaptic transmission, glutamatergic) in the transcriptome at 48 h of culture in BLSE + IWR1 (Supplementary Fig. 3A). In addition, the expression of genes related to mesodermal tissue development was reduced. This could be a side effect of WNT inhibition that induces anterior specification during gastrulation^36^. 

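At 48 h, 151 genes were lower with IWR1 than in BLSE. On the log2 scale, HOXA10 (gene 100396925, −4.85), A2M (gene 100390764, −4.80) and HOXA11 (gene 100398017, −4.61) were among those that fell most, with adjusted p-values of at most 9.82e-14 in limma with Benjamini-Hochberg adjustment. PLA2G2A (gene 100395844) was at 30.4 and 26.9 TPM in the BLSE libraries and listed at 0 TPM in both with IWR1. HOXA10 stood at 93.4 ± 12 TPM in BLSE and 2.25 ± 0.148 TPM with IWR1. TBX2 differed by −2.29 (adjusted p = 5.75e-08) and TBX3 by −0.31 (adjusted p = 0.437). Of the 151 genes, 80 were higher in BLSE at 48 h than in cjESCs in DK20FA, and 32 were lower in BLSE + IWR1 than in cjESCs in PESFA.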

As a possible means of preventing the activation of this neuronal program, we evaluated the effect of inhibiting the retinoic acid signal that promotes differentiation into the ectoderm lineage in mouse and human pluripotent stem cells^37,38^. By adding BMS493, a pan-retinoic acid receptor inverse agonist, to BLSE + IWR1 (hereinafter the BLSE + IWR1 + BMS condition), the efficiency of BTNG-positive cell induction was improved, especially with respect to the number of cells yielded (Fig. 4A,B). In addition, the total number of cells in the aggregates was also increased (Fig. 4B). The transcriptome of BTNG-positive cells at 96 h of induction under the BLSE + IWR1 + BMS condition was similar to that of BTNG-positive cells induced without BMS493 (Fig. 4C, Supplementary Figs. 2C and 3B). In contrast, the effect of BMS493 was obvious at 48 h of culture: the transcriptomic profile shifted in a negative direction on the PC2 axis, and this shift represented the WNT-mediated differentiation (Fig. 4C). 

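BMS493, an inverse agonist of retinoic acid receptors, was added at 1.0 µM to BLSE + IWR1, with cells of the TG− line from PESFA culture and the same pre-treatment. Libraries in 2 replicates were made from all cells at 12, 24 and 48 h and from sorted BLIMP1-tdTomato-positive cells at 96 h, with r between 0.986 and 0.994 across genes between replicates. At 96 h, 4 genes were DEGs between sorted cells with and without BMS493. Higher with BMS493 were EN2 (gene 100396681), DLX3 (gene 100387476) and DEPP1 (gene 100406835), by 2.60 (adjusted p = 0.000161), 2.08 (adjusted p = 0.00235) and 2.08 (adjusted p = 0.00729) on the log2 scale, and the lower gene has no symbol beyond its locus number (limma, Benjamini-Hochberg adjustment). This count depended on the fit, with 0 DEGs when only these libraries were fitted, where 3 genes passed the other thresholds at an unadjusted p under 0.05, and 2 with a pseudocount of 0.1, both lower, so that EN2, DLX3 and DEPP1 were no longer among them. NANOS3 differed by 1.10 (adjusted p = 0.0342), PRDM1 by 0.14 (adjusted p = 0.824) and NANOG by −0.17 (adjusted p = 0.714) at 96 h.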

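Over 36 libraries PC1 held 34.1% and PC2 20.6% of the variance, and 859 genes lay beyond 2.5 SD. At 48 h the cells lay on PC2 at 17.6 ± 4.14 with IWR1 alone and −10.7 ± 6.34 with IWR1 and BMS493 (mean ± SD, n = 2). The shift on PC2 was −9.08 at 12 h, −13.4 at 24 h, −28.3 at 48 h and −5.03 at 96 h. At 48 h, 27 genes were DEGs, 14 higher and 13 lower with BMS493, and at 24 h 1 gene, CCDC80 (gene 100409321), by 2.22 (adjusted p = 0.000465) on the log2 scale. The largest increases at 48 h were those of APLNR (3.17), CD226 (2.96), ALAS2 (gene 100410919, 2.44), HAS2 (gene 100398661, 2.40) and FOXF1 (2.36). Those that fell most were FOXJ1 (−2.75), DDIT4L (gene 100387444, −2.61), CASQ1 (gene 100403515, −2.59), AKAP14 (−2.40) and NODAL (−2.28) (largest adjusted p = 0.000774, limma with Benjamini-Hochberg adjustment). The replicates with BMS493 at 48 h differed, with 46 tested genes more than 4-fold apart at any expression level (42 with a mean log2 value above 1.5), 41 of the 46 lower in replicate 2, among them CER1, NODAL and MIXL1. A difference in how far the 2 replicates had advanced cannot be told apart from an effect of BMS493 on these genes. When only these libraries were fitted, 0 DEGs were found at 48 h, with 23 genes past the other thresholds at an unadjusted p under 0.05. A pseudocount of 0.1 gave 41 at 48 h and 0 at 24 h, where 9 genes passed the other thresholds at an unadjusted p under 0.05.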

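At 48 h SNAI2 was at 34.4 and 66.5 TPM in the libraries with BMS493 and 10.8 and 8.15 TPM in those with IWR1 alone, and VIM at 1083 and 1059 TPM with BMS493 and 299 and 315 TPM with IWR1 alone. The log2 fold change with BMS493 was 2.24 (adjusted p = 8.91e-06) for SNAI2, 1.80 (adjusted p = 8.57e-08) for VIM, 0.53 (adjusted p = 0.287) for HAND1 and 0.14 (adjusted p = 0.803) for LEF1 in limma with Benjamini-Hochberg adjustment. For the pluripotency-associated genes it was −0.82 (adjusted p = 5.04e-07) for POU5F1, −1.41 (adjusted p = 1.1e-06) for NANOG, −1.73 (adjusted p = 7.88e-05) for SOX2 and −0.84 (adjusted p = 0.0189) for PRDM14. NANOG fell from 264 ± 31.1 to 98.9 ± 5.93 TPM and POU5F1 from 5406 ± 528 to 3049.5 ± 213 TPM. SOX17 and PRDM1 rose with BMS493, by 1.77 (adjusted p = 7.21e-05) and 0.85 (adjusted p = 0.00641).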

The expression dynamics of representative genes during the induction showed a slight enhancement of WNT signaling, as represented by the upregulation of EMT-related gene expression and downregulation of pluripotency-associated gene expression (Fig. 4D, plum lines). These results indicate that addition of BMS493 enhanced WNT-signaling to some extent, and the WNT-signaling in turn induced posteriorization during gastrulation. 

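The list of 13 WNT targets, planned for 48 h, changed with BMS493 by −0.08 in mean log2 value at that time, with 6 genes higher and 7 lower (limma's fry, adjusted p = 0.755 over 7 planned lists). Of its genes 1 had an adjusted p under 0.01, CDX1 (gene 100390212), by −1.71 (adjusted p = 0.000364) in limma with Benjamini-Hochberg adjustment. At 24 h, in a comparison chosen after the data were seen, the list was higher with BMS493 by 0.59, with 12 of 13 genes higher (adjusted p = 0.00735 over 92 lists). At 12 and 96 h its mean was 2.779 and 2.728 with BMS493 and 2.845 and 2.602 without it (limma's fry, adjusted p = 0.858 and 0.517). SP5 (gene 100412604) changed by 2.15 (adjusted p = 0.0277) and CDX2 (gene 100412955) by 1.69 (adjusted p = 0.0587) at 24 h. A list of 6 retinoic acid targets changed by 0.17 at 48 h, with 3 genes higher and 3 lower (adjusted p = 0.521 over 7 planned lists). DHRS3 (gene 100386416) was lower by −1.19 (adjusted p = 0.000599) and HOXB2 (gene 100402226) higher by 2.12 (adjusted p = 6.57e-05). At 12, 24 and 96 h the list mean was lower with BMS493, at 2.387, 2.275 and 1.338, against 2.639, 2.617 and 1.567 without it. The adjusted p-values at these times were 0.111, 0.12 and 0.228 (limma's fry, over 92 lists). The same list was already −1.95 lower in BLSE + IWR1 than in BLSE at 48 h (adjusted p = 1.33e-13 over 92 lists), with RARB (gene 100396363) at −2.06 (adjusted p = 3.75e-06), between cells of different lines and media. In cjESCs it was lower in PESFA than in DK20FA by −0.50 (adjusted p = 0.000115). From the higher EMT genes, the lower pluripotency-associated genes and the shift on PC2 at 48 h, the paper concludes that BMS493 enhances WNT signaling to some extent and that this brings about posteriorization.

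**Figure D2:**
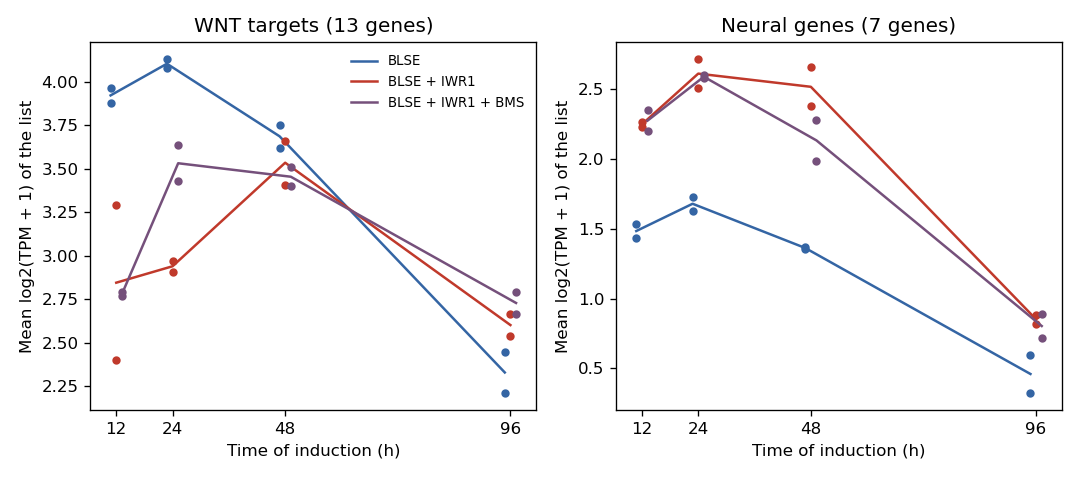
Mean log2(TPM + 1) of the WNT target list and the neural list in each library of BLSE, BLSE + IWR1 and BLSE + IWR1 + BMS, with lines through the means of n = 2 libraries. BLSE cells are of another line and medium.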

Taken together, these results showed that the fine tuning of WNT signaling and retinoic acid signaling resulted in BTNG-positive cell differentiation from cjESCs through the inhibition of EMT-mediated mesodermal differentiation and the inhibition of neural differentiation, respectively (Fig. 4E).

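The planned neural list was lower with BMS493 at 48 h by −0.38 in mean log2 value, with 6 of 7 genes lower (fry in limma, adjusted p = 0.00448 over 7 planned lists), and no single gene of the list had an adjusted p under 0.01 (0 of 7, and 2 of 7 had an unadjusted p under 0.05). The list mean was 2.28 and 1.99 in the libraries with BMS493, 2.38 and 2.66 with IWR1 alone, and 1.36 and 1.37 in BLSE. When only the libraries compared were fitted, its p rose above 0.05. ZIC2 was at 127 and 5.88 TPM in the libraries with BMS493 and 32.6 and 56 TPM in those without, a change of −0.56 (adjusted p = 0.601) in limma with Benjamini-Hochberg adjustment, and SOX3 changed by −0.83 (adjusted p = 0.124). The primed list, with overlapping libraries, was at 4.973 with BMS493 and 5.388 without it (limma's fry, adjusted p = 0.00821 over 92 lists). The lower neural list is thus not shown to be specific to neural genes. Of the 116 genes higher with IWR1 than in BLSE, 10 were among the 13 genes lower with BMS493 at 48 h, and of the 151 lower genes, 9 were among the 14 higher with BMS493. Both comparisons use the same 2 libraries of BLSE + IWR1 at 48 h, with opposite sign, so chance deviations in these libraries add to both overlaps.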

**Figure 4:**
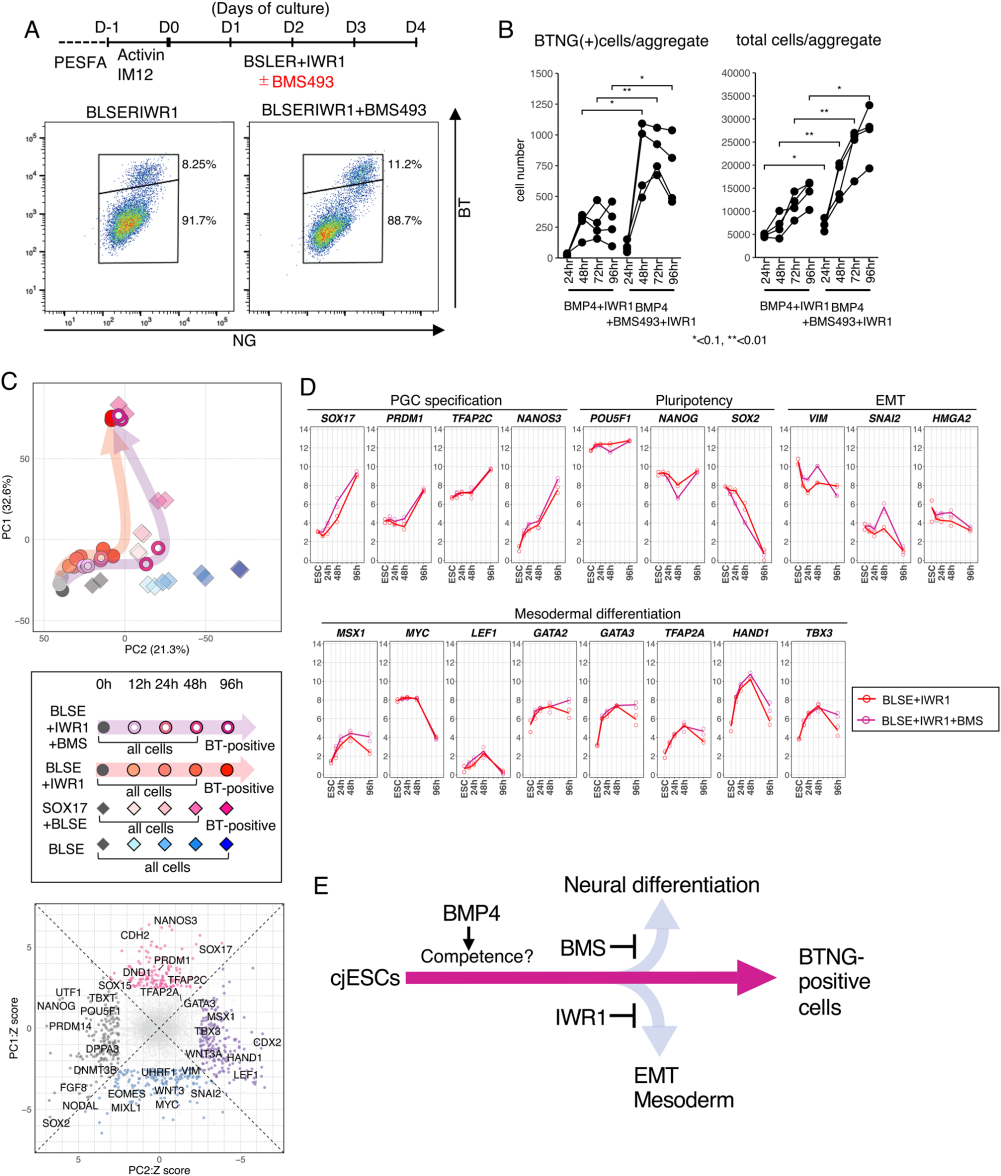
A robust induction of BTNG-positive cells with IWR1 and BMS493. (**A**) A robust induction of BTNG-positive cells with BLSE + IWR1 + BMS. The top panel shows the schematic time course of the BTNG-positive cell induction with IWR1 and BMS493 after preculture, and the bottom panel is a representative FACS plot of cells at day 4 of induction. (**B**) The numbers of cells in the induction of BTNG-positive cells. Shown are the numbers of BTNG-positive cells (left) and total cells per aggregate (right). The plots were based on experiments repeated 4 times. Each line traces values obtained in a separate series of experiments. (**C**) Comparison of the differentiation trajectories under the BLSE + IWR1 + BMS condition. The top plot shows the PCA of cjESCs and derivatives cultured under the condition shown below. The bottom scatterplot shows the Z scores of the genes for the PC1 and 2 axes. Genes with > 2.5 SDs (690 genes) are shown. (**D**) Expression dynamics of representative genes during the induction of BTNG-positive cells under the BLSE + IWR1 + BMS condition in comparison with those of representative genes during the induction of BTNG-positive cells with BLSE + IWR1. Graphs show the expression levels of genes involved in PGC specification, pluripotency, EMT and mesodermal differentiation. Each plot is based on duplicated RNA-seq analyses. The mean values are connected by a line. The analysis was performed using the common genes between marmosets and humans (15,755 genes). (**E**) A schematic diagram of signaling effects on the differentiation from cjESCs to BTNG-positive cells.

### Evaluation of epigenetic modifications and differentiation potential of BTNG-positive cells

To further characterize BTNG-positive cells, we next examined their epigenetic properties. In mice, cynomolgus monkeys and humans, PGC(LC)s have unique epigenetic properties—namely, a low level of CpG methylation and H3K9 di-methylation (H3K9me2), and a high level of H3K27 tri-methylation (H3K27me3)^7,9,10,21,22,39^. Consistent with these conserved properties, immunofluorescence analysis revealed that BTNG-positive cells at day 4 of induction under a BLSE + IWR1 condition possessed significantly lower levels of CpG methylation and H3K9me2 in the genome (Fig. 5A). In contrast, the level of H3K27me3 in BTNG-positive cells was not significantly different from that in cjESCs. These trends in the epigenetic properties were reproduced in BTNG-positive cells induced under the BLSE + IWR1 + BMS condition (Supplementary Fig. 4A). The insufficient decrease in the H3K27 may have been due to the very high level of H3K27me3 in cjESCs and/or to the developmental stage of BTNG-positive cells being too early to raise the level of H3K27me3. Collectively, these results indicate that genome-wide epigenetic reprogramming occurs in BTNG-positive cells.

**Figure 5:**
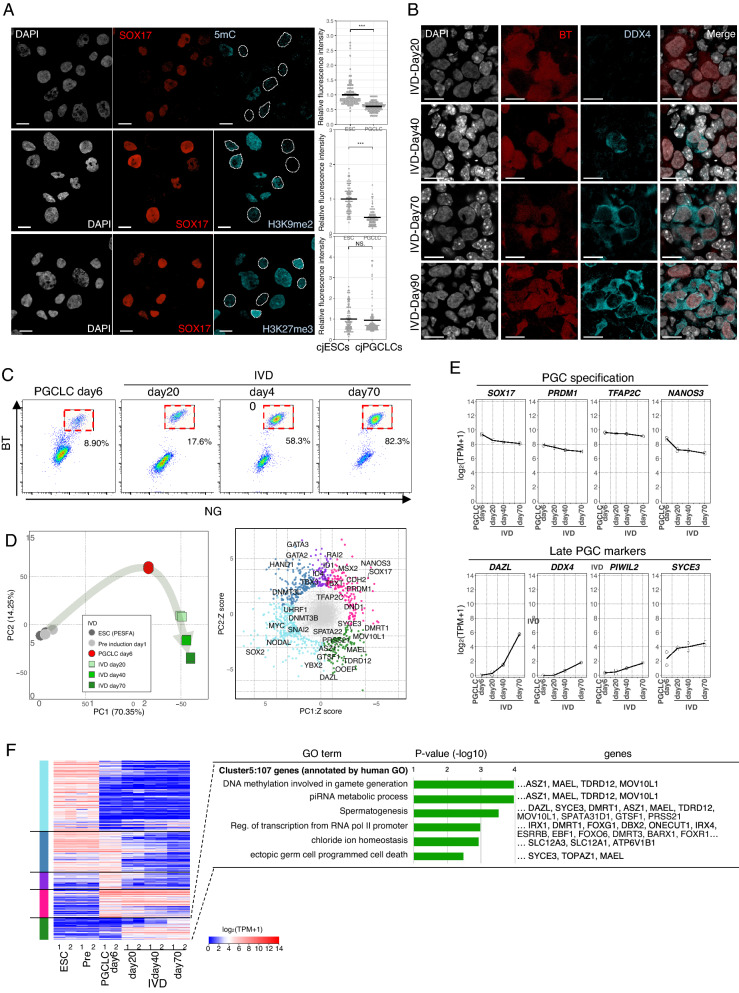
Epigenetic and differentiation properties of BTNG-positive cells. (**A**) Immunofluorescence analyses of representative epigenetic markers in BTNG-positive cells. Images show the results of immunofluorescence analysis of H3K9me2, H3K27me3 and 5-methyl cytosine (5mC) with DAPI in SOX17-positive cells at day 4 of culture under the BLSE + IWR1 condition. Plots on the right show relative fluorescence intensities, in comparison to those in cjESCs, as determined using Image J software. The average fluorescence intensity of cjESCs was set as 1. ***P < 0.001 (using Welch’s t test). NS, not significant. Scale bar, 20 μm. (**B**) Expression of DDX4 in the reaggregations with mouse gonadal somatic cells. Images show the results of immunofluorescence analysis of DDX4 with DAPI in BT-positive cells at days 20, 40, 70, and 90 of culture in the xenogeneic reconstituted ovaries. Scale bar, 20 μm. (**C**) FACS analysis of BTNG-positive cells in the xenogeneic reconstituted ovaries. (**D**) Differentiation trajectories of BTNG-positive cells in the xenogeneic reconstituted ovaries. Shown are PCA plots of cjESCs before or after the preculture, BTNG-positive cells at day 6 of induction, and BTNG-positive cells in the xenogeneic reconstituted ovaries at the day indicated. The scatterplot at right shows the Z-normalized loading scores of the genes contributing to the PC1 and PC2 axes. Genes with a radius > 2.5SDs are shown (887 genes), and are colored according to the gene classification in (**F**). The key genes are annotated in the plot. (**E**) Expression dynamics of representative genes in BTNG-positive cells cultured in the xenogeneic reconstituted ovaries. Each plot is based on duplicated RNA-seq analyses. The mean values are connected by a line. (**F**) Heatmap and GO analyses of genes upregulated in the xenogeneic reconstituted ovaries. The heatmap shows the expression levels of 887 genes highly contributing to the PC1 and PC2 axes, which are shown in (**D**). The genes were sorted by unsupervised hierarchical clustering, which provided 5 clusters according to the expression dynamics. Representative GO enrichments with *p* values and key genes in the cluster (green) characterized by gene expression upregulated in the xenogeneic reconstituted ovaries are shown. The colors at the left correspond to those in the Z score plot in (**D**). The analysis was performed using the common genes between marmosets and humans (15,755 genes).

To evaluate the potential of BTNG positive cells for use in studying the germ cell lineage, reaggregation with gonadal somatic cells would be effective^40,41^. 

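For RNA-seq of the reconstituted ovaries (xrOvaries), BLIMP1-tdTomato-positive cells of the TG− line were sorted at day 6 of BLSE + IWR1 and from xrOvaries at days 20, 40 and 70, in 2 replicates each, next to cjESCs in PESFA and pre-treated cjESCs. The replicates correlated across genes with r between 0.977 and 0.993, lowest at day 20, where 35 genes with a mean log2 value above 1.5 differed more than 4-fold between replicates. The authors aligned the reads to the marmoset genome, so that transcripts of mouse gonadal somatic cells carried through the sort, if any, can add to genes whose sequence is shared. A planned list of genes of gonadal somatic cells, 9 of which passed the filter, was lower at day 70 than at day 6 by −1.21 in mean log2 value, with 7 genes lower and 1 higher (limma's fry, adjusted p = 7.07e-05 over 7 planned lists). At days 20 and 40 it was lower by −0.72 (adjusted p = 0.0129 over 92 lists) and −1.08 (adjusted p = 0.000335). After quantile normalization the list at day 20 differed by −0.54 and its p rose above 0.05.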

Because there are only limited sources of common marmoset gonads at an appropriate developmental stage, we used mouse female embryonic gonadal somatic cells at E12.5 for reaggregation with BTNG-positive cells at day 6 of induction under the BLSE + IWR1 condition (Supplementary Fig. 4B). Upon reaggregation, BTNG-positive cells started to proliferate and to express *DDX4*, a conserved marker of later PGCs^42^ (Fig. 5B). During the culture, nuclear staining with DAPI become faint in BTNG-positive cells, suggesting that the epigenetic reprogramming had progressed. A similar differentiation was observed in the reaggregates made using BTNG-positive cells induced under the BLSE + IWR1 + BMS condition (Supplementary Fig. 4C). BTNG-positive cells were viable in the aggregates until at least 90 days of culture (Fig. 5B,C, Supplementary Fig. 4C ). During this period, the transcriptomic profiles began to include the expression of later PGC marker genes, such as *DAZL*, *PIWIL2*, *MAEL* and *SYCE3* (Fig. 5D,E). 

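DAZL (gene 100410648) was listed at 0 TPM in both libraries at day 6 and at 51.9 and 53.9 TPM at day 70. PIWIL2 (gene 100398875) went from 0.30 and 0.23 to 2.37 and 2.1 TPM, MAEL (gene 100410059) from 7.06 and 7.07 to 69.4 and 72.4 TPM and SYCE3 (gene 103787969) from 8.48 and 1.64 to 17.8 and 25.2 TPM (replicates 1 and 2). The log2 fold change from day 6 to day 70 was 1.35 (adjusted p = 1.93e-08) for PIWIL2, 3.16 (adjusted p = 3e-12) for MAEL and 2.15 (adjusted p = 0.00618) for SYCE3 in limma with Benjamini-Hochberg adjustment, and the adjusted p of DAZL was 1.02e-16. At day 20 the values were 1.34 (adjusted p = 0.000165) for MAEL and 1.46 (adjusted p = 0.081) for SYCE3, and DAZL was at 0.39 and 0 TPM. At day 40 DAZL was at 1.64 and 1.81 TPM and MAEL at 39.8 ± 10.2 TPM. DDX4 (gene 100390219) was listed at 0 TPM in both libraries at day 6 and at 2.42 and 2.48 TPM at day 70.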

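Relative to day 6, 257 genes were DEGs at day 20, 67 higher and 190 lower, and 604 at day 70, 118 higher and 486 lower, with 42 higher and 155 lower genes shared by both days. At day 20 the largest log2 increases were those of BARX1 (gene 100402407, 4.35), CCR6 (gene 100895784, 4.30), ELAVL3 (gene 100391077, 3.82), ATP6V1B1 (gene 100400819, 3.75) and FOXR1 (gene 100395252, 3.54). The largest decreases were those of GATA3 (−5.98), GATA2 (−5.16) and HAND1 (−5.10) (largest adjusted p = 1.28e-09). HSPB8 (gene 100409042) fell from 40.8 and 28.1 TPM and FERMT1 (gene 100407542) from 19.9 and 26.6 TPM at day 6, and both were listed at 0 TPM at day 20. At day 70 the largest increases, beside DAZL, were those of CXCL12 (5.46), OOEP (gene 100413895, 4.87), FOXR1 (4.84) and MIOX (gene 100401692, 4.72). The largest decreases were those of FAM43A (gene 100387901, −6.40), CNN2 (gene 100392897, −6.15) and KRT19 (gene 100398836, −5.91) (largest adjusted p = 1.96e-11, limma with Benjamini-Hochberg adjustment). GATA3 and HAND1 were listed at 0 TPM in both libraries at day 70, after 66.6 and 102 TPM and 38.1 and 66.5 TPM at day 6. Among genes of germ cells, some of them of the piRNA pathway and chosen after their values were seen, ASZ1 (gene 100411662) was listed at 0 TPM at day 6 and at 14.2 and 16.4 TPM at day 70. TDRD12 (gene 100407656) rose by 4.40 (adjusted p = 4.46e-17), MOV10L1 (gene 100397701) by 3.20 (adjusted p = 1.4e-12), GTSF1 (gene 100387645) by 4.00 (adjusted p = 2.32e-06), TOPAZ1 (gene 100389725) by 4.46 (adjusted p = 6.47e-18) and DMRT1 (gene 100386463) by 2.39 (adjusted p = 1.84e-10). Clustering of the 870 genes beyond 2.5 SD into 5 clusters put DAZL in a cluster of 178 genes whose mean log2 value rose from 2.27 at day 6 to 3.31, 3.58 and 3.85 at days 20, 40 and 70. With each gene centred before clustering, an alternative chosen after the data were seen, the cluster held 79 genes. Quantile normalization moved the split of DEGs at day 70 to 163 higher and 345 lower.

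**Figure D3:**
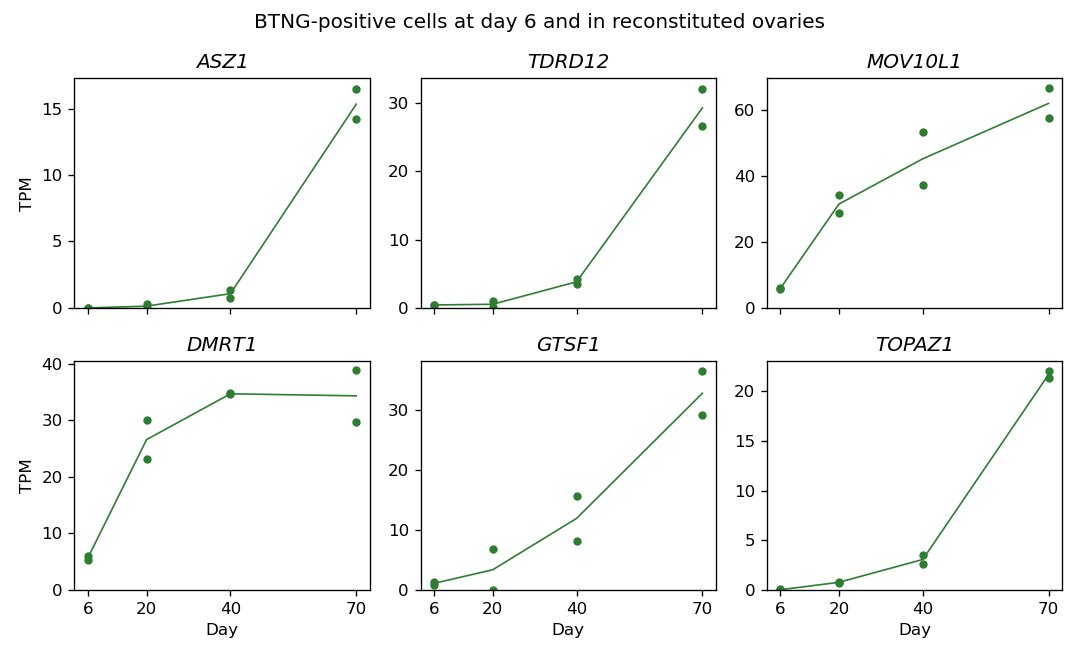
TPM of germ cell genes chosen after their values were seen, in BLIMP1-tdTomato-positive cells at day 6 and in xrOvaries. Points are libraries and lines join the means, n = 2 per day.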

GO analysis of the genes enriched in BTNG-positive cells in the reaggregates exhibited the GO terms (e.g., DNA methylation involved in gamete generation, piRNA metabolic process and Spermatogenesis), reinforcing that germ cell development proceeded in BTNG-positive cells upon reaggregation with mouse gonadal somatic cells (Fig. 5F). These findings, together with the transcriptomic properties, led us to conclude that the BTNG-positive cells could be defined as PGCLCs derived from cjESCs, and we therefore designated them cjPGCLCs.

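In the PCA of 12 libraries, PC1 held 70.5% and PC2 14.3% of the variance. cjESCs in PESFA lay at −93.8 ± 3.78 on PC1 and pre-treated cjESCs at −87.8 ± 5.49, and BLIMP1-tdTomato-positive cells at 16.1 ± 0.00707 at day 6, 50 ± 1.39 at day 20, 55.7 ± 0.177 at day 40 and 59.9 ± 0.113 at day 70 (mean ± SD, n = 2). On PC2 the sorted cells moved from −59.5 ± 1.73 at day 6 to −8.81 ± 0.861, 16.1 ± 0.636 and 34.9 ± 1.22. From cjESCs to day 6, PRDM1 rose by 3.70 (adjusted p = 4.58e-17), NANOS3 by 7.54 (adjusted p = 2.07e-21), SOX17 by 6.31 (adjusted p = 1.18e-19) and TFAP2C by 2.96 (adjusted p = 4.73e-16) on the log2 scale, by limma with Benjamini-Hochberg adjustment. From the DDX4 protein and the later germ cell transcripts in the reaggregates, together with these transcriptomes, the paper concludes that the BTNG-positive cells can be defined as PGCLCs.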

### Surface markers for cjPGCLCs and clonal variation in differentiation potential

Because the requirement of reporter constructs limits the applicability of cjPGCLCs, we next explored surface marker proteins that discriminate cjPGCLCs from other cell types. Based on the relevant reports, transcriptomic analysis and availability of antibodies, we chose PODOPLANIN (PDPN), KIT and INTEGRINa6 (ITGA6) as candidates. FACS analysis using specific antibodies revealed that the expressions of PDPN and KIT were preferentially detected in BT-positive cells induced by exogenous *SOX17* expression in BLSE (Supplementary Fig. 5A). Consistent with this finding, transcripts of *PDPN* and *KIT* were enriched in cells expressing a higher level of BLIMP1 (Supplementary Fig. 5B). 

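In RNA-seq at 96 h, sorted BLIMP1-tdTomato-positive cells of SOX17 + BLSE exceeded unsorted cells in BLSE by 6.88 (adjusted p = 2.04e-31) on the log2 scale for PDPN (gene 100387851) and 2.06 (adjusted p = 9.07e-11) for KIT (gene 100411615), by limma with Benjamini-Hochberg adjustment. For sorted cells of BLSE + IWR1 the values were 6.39 (adjusted p = 2.85e-30) and 1.97 (adjusted p = 2.99e-10). PDPN was at 9.32 ± 0.113 TPM in BLSE, 1219 ± 33 TPM in SOX17 + BLSE and 862 ± 21.3 TPM in BLSE + IWR1, and KIT at 0.075 ± 0.00707, 3.5 ± 0.177 and 3.25 ± 0.912 TPM. ITGA6 (gene 100403557), which encodes integrin α6, differed by −0.36 (adjusted p = 0.33) in SOX17 + BLSE and −0.93 (adjusted p = 0.0106) in BLSE + IWR1. These comparisons combine sorting with SOX17 or with IWR1, line, medium and pre-treatment, and cells graded by the level of the reporter are not analysed here.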

Simultaneous staining with KIT and PDPN antibodies illuminated a distinct cell population that is nearly identical to BTNG-positive cells at day 6 of induction: more than 90% of cells double-positive for KIT and PDPN were positive for BTNG (Fig. 6A,B). These results demonstrated that KIT and PDPN are markers available for the identification of cjPGCLCs without reporter gene constructs.

**Figure 6:**
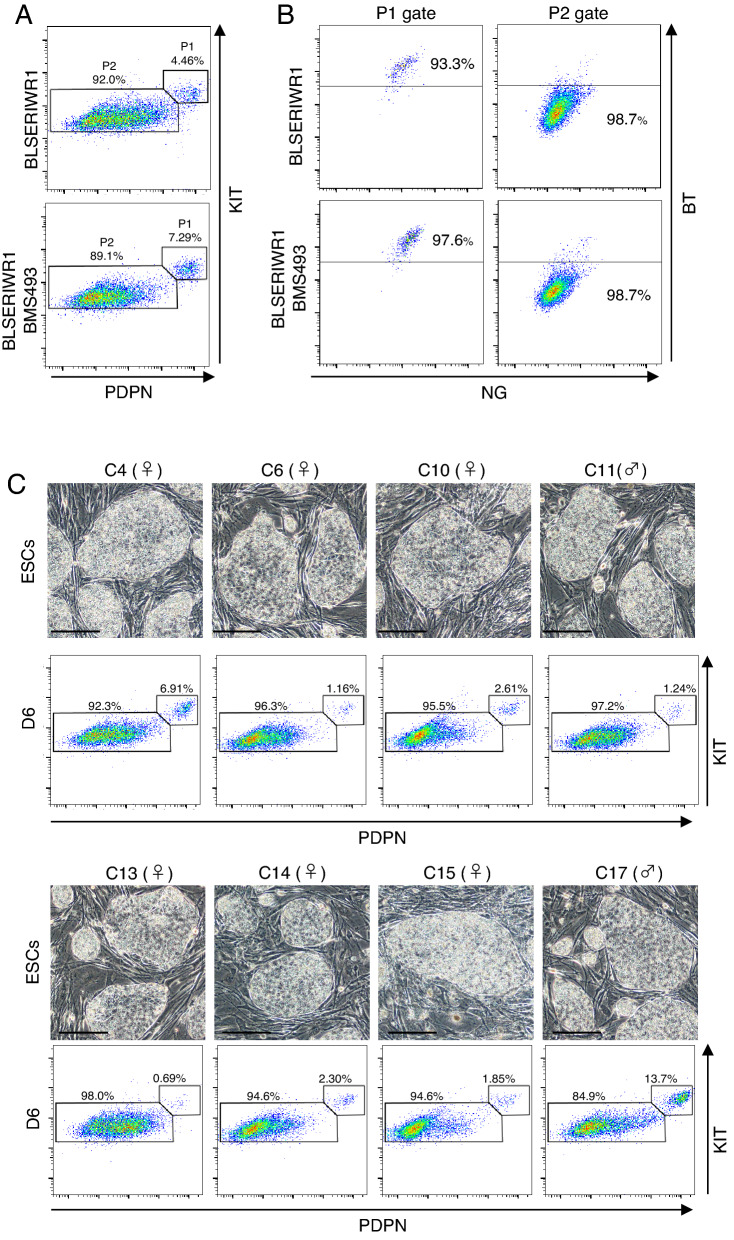
Induction and isolation of cjPGCLCs from non-reporter cjESC lines. (**A**) Isolation of non-reporter cjPGCLCs with surface marker proteins. FACS plots show the expression of PDPN and KIT in cells at day 6 of culture under a BLSE + IWR1 or BLSE + IWR1 + BMS condition. Note that a separable cell population was observed in the double-positive fraction. (**B**) Validation of cells double-positive for PDPN and KIT. FACS plots show BTNG expression in the cell populations gated in P1 and P2, as shown in (**A**). Note that more than 90% of cells double-positive for PDPN and KIT are positive for BTNG. (**C**) Induction of cjPGCLCs from multiple cjESC lines. The images show the morphology of each cjESC line cultured on MEF in PESFA. FACS plots below the images show the expression of PDPN and KIT in cells at day 6 of culture under the BLSE + IWR1 + BMS condition. Scale bar, 200 μm.

Next, we used these surface marker proteins to evaluate the clonal variation of cjESCs in the efficiency of PGCLCs induction. To test this variation, we used eight previously established lines of cjESCs^29^. These cjESCs proliferated biexponentially under the PESFA condition while maintaining sharp-edged and tightly packed colonies (Fig. 6C and Supplementary Fig. 5C). Induction of cjPGCLCs under the BLSE + IWR1 + BMS condition revealed clonal variation in the efficiency ranging from 0.7% up to 14% among these cjESC lines (Fig. 6C). Although the number of cjESC clones was not sufficient, one of the two male cjESC lines showed PGCLC differentiation greater than 10%, but none of the six female cjESC lines showed such efficiency. This clonal variation and possible sex-bias in the competence of PGC differentiation are reminiscent of the clonal variation of human and cynomolgus monkey pluripotent stem cells in the efficiency of PGCLC induction^12,24^. These results demonstrated that simultaneous staining for KIT and PDPN is available for the detection of cjPGCLCs induced from various cjESCs without the reporter constructs.

## Discussion

In this study, we developed a culture system to produce cjPGCLCs from cjESCs. The culture system was largely consistent with PGCLC differentiation in humans and cynomolgus monkeys^9–12^. For example, SOX17, a key transcription factor for PGCLC induction in primates but not in mice, plays a critical role in the cjPGCLC system. A robust number of cjPGCLCs were induced by exogenous *SOX17* expression in the presence of BMP4, whereas *SOX17* expression alone was not sufficient for the PGCLC induction. By comparing between the SOX17 + BLSE and SOX17 + LSE culture conditions, we found that genes associated with nascent amnion formation were enhanced in the presence of BMP4 (Fig. 2F,G). Thus, an important role of BMP4 is thought to be the allocation of the nascent amnionic cell lineage, which includes precursors of PGCs^6,18^. In the human PGCLC system, GATA2 and GATA3 are critical effectors downstream of BMP4, and simultaneous expression of exogenous *GATA3* and *GATA2*, in combination with *SOX17* and *TFAP2C*, has been shown to induce a robust number of human PGCLCs^19^. Consistent with these previous findings, in our present experiments *GATA2* and *GATA3* expression were enhanced in the presence of BMP4 during cjPGCLC induction. These results suggest that the functional contribution of GATA3 and GATA2 is to allocate nascent amnionic cells with competence for differentiation into PGCs.

Although the cjPGCLC system was reminiscent of the systems in humans and cynomolgus monkeys, some specific conditions for a robust induction of cjPGCLCs were found. One was the inhibition of WNT signaling during cjPGCLC induction. Without such inhibition, the expression of pluripotency-associated genes was quickly downregulated, suggesting that cjESCs after pre-treatment with a WNT agonist are sufficiently primed for differentiation. Consistent with this finding, prolonged WNT signaling has been shown to induce genes promoting EMT, the initial process of gastrulation (Fig. 3D). In the mouse PGCLC system, it was recently revealed that the expression of pluripotency-associated genes is readily attenuated by EMT-related gene expression^43^. Therefore, one of the main effects of IWR1 would be ensuring the competence of PGCLC differentiation by suppressing EMT progression.

Another specific condition for efficient cjPGCLC induction is the inhibition of retinoic acid signaling, by addition of BMS493, during cjPGCLC induction. This approach is based on the observation that WNT inhibition during cjPGCLC induction enhanced the gene expression related to neural differentiation, consistent with a well-known signaling network in which an endogenous WNT antagonist, such as DKK1, plays a central role in anteriorization of the pluripotent epiblast at the onset of gastrulation. Looking at the transcriptomic trajectory in the presence of BMS493 (Fig. 4C,D), the gene expression profile at 48 h of PGCLC induction showed a trend of transient expression of EMT-related genes, such as *VIM* and *SNAI2* (Fig. 4D). This led us to the simple idea that the addition of BMS493 attenuates the effect of IWR1, thereby creating a posterior epiblast state in which EMT and PGC specification occur simultaneously. 

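The effect of BMS493 on VIM was 0.76 (adjusted p = 0.0982) at 12 h, 1.32 (adjusted p = 0.000175) at 24 h and −1.04 (adjusted p = 0.00122) at 96 h on the log2 scale. On SNAI2 it was 0.58 (adjusted p = 0.58), 0.54 (adjusted p = 0.886) and 0.02 (adjusted p = 1). With a pseudocount of 0.1 the sign of SNAI2 at 96 h was reversed, at −0.050. As interactions in limma with Benjamini-Hochberg adjustment, the effect at 48 h exceeded that at 96 h by 2.84 (adjusted p = 1.44e-08) for VIM and 2.21 (adjusted p = 0.00285) for SNAI2, and that at 12 h by 1.04 (adjusted p = 0.0907) and 1.65 (adjusted p = 0.109). The cells were unsorted at 48 h and sorted at 96 h, so the interaction with 96 h cannot be told apart from an effect of sorting. SNAI2 at 48 h differed between the replicates with BMS493.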

The molecular mechanisms of crosstalk between WNT signals and retinoic acid signals during PGCLC induction are still unclear. However, previous studies have suggested that the interaction of these factors regulates the body axis formation in a stage-specific manner; for example, hyperactivation of the retinoic acid signal causes duplication of the primitive streak accompanying with expansion of *Nodal* and *T* expression^44^, and there is a mutually exclusive effect between retinoic acid and WNT signals on determination of the A–P axis during body axis extension^45^. This study will provide a useful tool to investigate the crosstalk of retinoic acid and WNT signaling during PGC induction.

Although cjPGCLCs exhibited a property of differentiated germ cells in the reaggregates with mouse gonadal somatic cells, we did not observe a robust entry into meiosis, which is a gold standard for differentiation as oocytes. Instead, cjPCLCs continued to proliferate and eventually became dominant in the reaggregates (Fig. 5B,C). This highly proliferative activity was reminiscent of human PGCLCs^46^: unlike mouse PGCLCs, which simultaneously enter meiosis within a week after reaggregation^41^, human PGCLCs keep proliferating for more than 70 days. 

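A planned list of meiotic genes, 8 of which passed the filter, was higher at day 70 than at day 6 by 0.30 in mean log2 value, with 5 genes higher and 3 lower (fry in limma, adjusted p = 0.968 over 7 planned lists). Within the list, 2 genes were higher and 1 lower at an adjusted p under 0.01 over the list. Without the filter on low values, which adds weakly expressed genes, the difference was 0.18, and after quantile normalization 0.61, and in both the p fell below 0.05. STRA8 (gene 100410114) was at 3.09 and 4.09 TPM at day 6 and listed at 0 TPM in both libraries at day 70. SYCP1, SYCP2, SYCP3, SPO11, REC8 and HORMAD1 did not pass the filter in any library of the study.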

While proliferating in the reaggregates, cjPGCLCs continuously expressed pluripotency-associated genes, such as *POU5F1* and *NANOG*, for at least 70 days of culture (Fig. 5E). Such a long-term expression of pluripotency-associated genes seems plausible, since PGCs in common marmoset embryos indeed express pluripotency-associated genes including *POU5F1*, *NANOG*, *SALL4* and *LIN28* in both male and female gonads until at least embryonic day 75^47^. 

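POU5F1 was at 6523 ± 106 TPM at day 6 and 4985 ± 134, 4872 ± 119 and 4226 ± 44.4 TPM at days 20, 40 and 70, and NANOG at 887 ± 18.3, 816 ± 44.2, 793 ± 49.9 and 785 ± 21.1 TPM. From day 6 to day 70, the log2 fold change was −0.63 (adjusted p = 1.52e-06) for POU5F1, −0.18 (adjusted p = 0.455) for NANOG, −0.66 (adjusted p = 0.000114) for SALL4 (gene 100390724) and −0.59 (adjusted p = 0.000343) for LIN28A (gene 100405014), by limma with Benjamini-Hochberg adjustment. Relative to cjESCs in PESFA, POU5F1 at day 70 differed by 0.33 (adjusted p = 0.00346), reversed in sign after quantile normalization at −0.21, and NANOG at day 70 relative to day 6 was 0.094 after median-ratio scaling.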

In the aggregates, we observed clusters formed by several cjPGCLCs (Fig. 5B and Supplementary Fig. 4C). This histological property has also been observed in PGCs in vivo^47^. These results and other similarities to PGCs in vivo indicated that cjPGCLCs possess properties of *bona fide* PGCs. 

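SYCE3 stood at 5.06 ± 4.84 TPM at day 6 and at 12.8 ± 1.67, 16.1 ± 8.65 and 21.5 ± 5.21 TPM at days 20, 40 and 70, and at 1.31 ± 1.86 TPM in cjESCs. Its replicates at day 6 were at 8.48 and 1.64 TPM, so the size of its rise depends on which of them is taken. Relative to cjESCs in PESFA, day 70 differed by 3.54 (adjusted p = 1e-05) in limma with Benjamini-Hochberg adjustment.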

Although the expression of a meiotic gene, SYCE3, was somehow enhanced in the reaggregates, we could not detect obvious formation of synaptonemal complex. It will probably be necessary to develop further culture conditions in order to promote the differentiation into primary oocytes in culture. In parallel, it would be important to know how the onset of meiosis is regulated in PGCs during embryogenesis of the common marmoset. The optimal environment may be provided by reaggregation with marmoset gonadal somatic cells or an equivalent cell type induced from cjESCs (see below).

The multiple refinements in this study led to the identification of a culture condition by which cjPGCLCs from multiple ESC lines could be induced without genetic manipulation, and cjPGCLCs could be isolated by staining with antibodies against PDPN and KIT, followed by FACS sorting. These technical advances will expand the application of cjPGCLCs for the purpose of clarifying primate germ cell development as well as for the use of mature gametes produced in culture. Especially for the latter purpose, given the relatively short gestation and lifespan of these cells, the cjPGCLC system will provide a unique platform to validate the functionality of in vitro-made gametes, which will be a valuable model for human in vitro gametogenesis. In order to fully realize in vitro gametogenesis in the common marmoset, an inevitable obstacle for producing gametes from PGCLCs is the scarcity of syngeneic gonadal somatic cells derived from mid-gestation embryos. To overcome this obstacle, we recently established a culture system in mice that induces functional gonadal somatic cells from pluripotent stem cells^48^. Using this mouse model, the induction of gonadal somatic cells from cjESCs will become feasible, followed by the use of such cells to construct reproductive organoids in the common marmoset. This study thus provides a reliable system for the production of PGCLCs, and will ultimately contribute to the reconstitution of reproductive organs.

## Materials and methods

### Summary of cjPGCLC induction from cjESCs

cjPGCLCs were induced from cjESCs by pre-treatment followed by PGCLC induction. Briefly, cjESCs were cultured for 1 day in a pre-treatment medium (GMEM containing 15% KSR, 0.1 mM NEAA, 1 mM sodium pyruvate, 2 mM GlutaMax, 0.1 mM 2-mercaptoethanol, 1 × penicillin/streptomycin, 1 μM IM12, 50 ng/ml activin A and 10 μM ROCK inhibitor). The pretreated cells were then cultured for 4–6 days in a PGCLC induction medium (GMEM containing 15% KSR, 0.1 mM NEAA, 1 mM sodium pyruvate, 2 mM GlutaMax, 0.1 mM 2-mercaptoethanol, 1 × penicillin/streptomycin, 200 ng/ml BMP4, 100 ng/ml SCF, 1000 U/ml LIF, 50 ng/ml EGF and 10 μM ROCK inhibitor). Further details of the origins of factors and small molecules and each set of culture conditions is described below.

### cjESC lines

The cjESC line (CMES40: 46XX) was obtained from the RIKEN BioResource Center Cell Bank. This cjESC line was used for generation of the *BLIMP1*-*tdTomato* (BT) and *NANOS3-EGFP* (NG) reporter lines and generation of BTNG-cjESCs bearing inducible expression vectors for exogenous *SOX17*, *PRDM1* and *TFAP2C*. Other cjESC lines (C4: 46XX; C6: 46XX; C10: 46XX; C11: 46XY; C13: 46XX; C14: 46XX; C15: 46XX; and C17: 46XY) were established at the Central Institute for Experimental Animals^29^.

### Culture of cjESCs

All cjESC lines were maintained on irradiated mouse embryonic fibroblast (MEF) cells (3.5–4 × 10^4^ cells/cm^2^) in a humidified incubator with 5% CO_2_ and 5% O_2_ at 37 °C. The culture media used in this study were as follows: DK20FA (Knockout DMEM (Thermo, #10829018) containing 20% KSR (Thermo, #10828028), 0.1 mM NEAA (Thermo, #11140050), 1 mM GlutaMax (Thermo, #35050061), and 1xpenicillin/streptomycin (Thermo, #15070063)); 0.1 mM 2-mercaptoethanol (Thermo, #21985023) supplemented with 5 ng/ml human bFGF (Wako, #064-04541) and 10 ng/ml human/murine/rat activin A (PEPROTECH, #120-14); and PESFA (Primate ESC medium (REPROCELL, #RCHEMD001) supplemented with 5 ng/ml bFGF and 10 ng/ml activin A). The culture medium was changed every day.

cjESCs were passaged through either small cell clumps or single cell suspensions. For passage through small clumps, cjESCs were incubated with CTK solution (PBS containing 20% KSR, 1 μM CaCl_2_, 0.1 mg/ml collagenase type IV (Thermo, #17104019), and 0.025% trypsin EDTA (Thermo, #15090046)) for 6~10 min, washed twice with Wash medium (DMEM/Ham’sF-12 (Nacalai, #08460-95) containing 0.1% BSA (Thermo, #15260037)), and then dissociated mechanically by gentle pipetting. After centrifugation (270 g, 3 min), cell clumps were resuspended with culture medium and spread at the rate of 1:2 to 3 times dilution. This passage was done every 3 to 4 days. For passage through the single cell suspension, cjESCs were incubated with Accutase (Nacalai, #12679-54) for 5 min, supplemented with Wash medium and then dissociated by gentle pipetting. After centrifugation (270 g, 3 min), the cells were resuspended with culture medium and spread at a density of 8.0 × 10^4^ cells per 6-well plate. This passage was done every 4 to 6 days. For each passage, 10 μM Y-27632 (Wako, #034-24024) was added for 24 h after plating the cells.

### Pre-treatment of cjESCs

For the pre-treatment, cjESCs were dissociated to single cells by incubation with Accutase for 5 min and then plated on a 12-well plate coated with fibronectin (Millipore, #FC010) at a density of 2 × 10^5^ cells per well and cultured for 1 day in GK15 medium containing 1 μM IM12 (ENZO, #BML-WN102-0005), 50 ng/ml activin A and 10 μM ROCK inhibitor. After the preculture, cells were dissociated by incubation with Accutase for 5 min and then subjected to PGCLC induction.

### cjPGCLC induction

For PGCLC induction, cells were dissociated by incubation with Accutase and then transferred into a low-cell-binding U-bottom 96-well plate (Greiner, #650970) in GK15 medium (GMEM (Thermo, #11017035) containing 15% KSR, 0.1 mM NEAA, 1 mM sodium pyruvate (Thermo, #11360070), 2 mM GlutaMax, 0.1 mM 2-mercaptoethanol, and 1 × penicillin/streptomycin) supplemented with 200 ng/ml human BMP4 (R&D Systems, #314-BP-01 M), 100 ng/ml mouse SCF (R&D Systems, #455-MC-500), 1000 U/ml human LIF (Wako, #125-06661), 50 ng/ml human EGF (R&D Systems, #236-EG) and 10 μM ROCK inhibitor with or without 2.5 μM IWR1 (TOCRIS, #3532) and 1.0 µM BMS493 (R&D Systems, #3509/10). In each well, 5 × 10^3^ cells were used. In the experiments requiring enforced expression of the transgenes, 100 μM dexamethasone, 0.5 μg/ml doxycycline, and 0.5 μM Shield-1, which induce *SOX17*, *BLIMP1*, and *TFAP2C* expression, respectively, were added to the medium^11^. To enforce the expression of SOX17 alone, only 100 μM dexamethasone was added.

### Generation of the BTNG-reporter cjESCs

For construction of the *BLIMP1-p2A-tdTomato* and *NANOS3-p2A-eGFP* vectors for targeted insertion, the homology arms of *BLIMP1* (979 bp upstream and 1,027 bp downstream of the stop codon) and *NANOS3* (979 bp upstream and 1,106 bp downstream of the stop codon) were amplified by PCR using the primers listed in Supplementary Table 1. To nullify Cas9-mediated deletion of the targeting vector, the primer for amplification of the homology arm included a mutated PAM sequence. As backbone vectors, human *BLIMP1-p2A-tdTomato* and human *NANOS3-p2A-eGFP*^10^ were provided by Professor M. Saitou (Kyoto University). The amplified left or right arms were replaced with those in the backbone vectors by using an In-Fusion® HD Cloning Kit (Takara, #Z9649N) after treatment with the restriction enzymes (human *BLIMP1* left arm: SacI/NheI; human *BLIMP1* right arm: EcoNI/NotI; human *NANOS3* left arm: NotI/NheI; human *NANOS3* right arm: AscI/SacI). For construction of the guide RNA (gRNA)-expression vectors, complementary oligonucleotides including the guide RNA sequence close to the stop codon of *BLIMP1* or *NANOS3* were annealed and then inserted into the BbsI site of the pX330 vector (Addgene, #42,230) using a Ligation-High kit (TOYOBO, #LGK-101). All oligonucleotides used for the construction of gRNA-expression vectors are listed in Supplementary Table 1.

The targeting vectors and the gRNA-expression vectors were transfected into CMES40 cjESCs by Lipofectamine® 2000 (Nacalai, #11668-019) according to the manufacturer’s protocol. Briefly, the cjESCs were dissociated into single cells by incubation with Accutase, resuspended in DK20F (DK20FA without activin A) supplemented with 500 μL DNA-lipofectamine complex containing 2.5 μg for each targeting vector, 2.5 μg for each gRNA expression vector, 10 μl lipofectamine, and 10 μM Y-27632, and then plated on a 6-well plate coated with drug-resistant MEFs. The medium was changed to DK20F containing 200 μg/ml G418 or 500 ng/ml puromycin at 24 h after the lipofection. At 7 to 10 days of culture, single colonies were picked up and cultured on MEFs in DK20F. The targeting integrations were assessed by PCR using the primers listed in Supplementary Table 1. The cjESC lines bearing the targeted allele were used for the transfection of Cre- and GFP-expressing vectors to excise the PGK-Neo or PGK-Puro cassettes. At 2 days after the additional transfection, GFP-positive cells were sorted and then plated with DK20F supplemented with 10 µM Y-27632 at a density of 2000 cells per 6-well plate coated with MEFs. At around eight days after the cell sorting, single colonies were picked up and cultured on MEFs in DK20F. The excision of the PGK-Neo or the PGK-Puro cassettes was assessed by PCR using the primers listed in Supplementary Table 1.

### Generation of drug-inducible transgenic cjESC lines

Expression vectors for the generation of cjESCs exogenously expressing human *SOX17*, *BLIMP1*, and *TFAP2C* were provided by Dr. T. Kobayashi (The University of Tokyo)^11^. These vectors were transfected with the EF1α-dsRed expression vector into the BTNG-reporter cjESC line by lipofectamine as described above. The DNA-lipofectamine complex was composed of 0.31 μg each of *SOX17*, *BLIMP1*, *TFAP2C*, or *TET3G* expression vector, 1.5 μg piggyBac transposase expression vector, 0.27 μg EF1α-dsRed expression vector and 6 μl lipofectamine in a total solution of 300 µL. The TET3G expression vector was used to induce expression of exogenous *BLIMP1* and the neomycin-resistance gene. Single cell-suspended BTNG-reporter cjESCs were cultured in DK20F supplemented with 10 µM Y-27632 and the DNA-lipofectamine complex on MEF. The medium was exchanged with fresh DK20F at 1 day after the transfection. At 2 days of culture, dsRed-positive cells were sorted and then plated with DK20F at a density of 2000 to 3000 cells on a 6-well plate coated with MEFs. At 1 day after sorting, 200 μg/ml G418 was added for drug selection and then the emerging colonies were picked up. The integrations of *SOX17*, *BLIMP1*, and *TFAP2C* expression vectors were assessed by PCR using the primers listed in Supplementary Table 1.

### Fluorescence activated cell sorting (FACS)

To prepare the single cell suspension of cjPGCLCs, the aggregates were treated with 0.05% Trypsin–EDTA (Thermo, #15400054) in PBS for 15 min at 37 °C, dissociated by pipetting, and then filtrated through a 70 μm-pore nylon membrane. The cells were collected by centrifugation (270 g, 3 min), suspended in FACS buffer (0.1% BSA in PBS) and then analyzed and/or sorted by FACSAria Fusion (BD Biosciences). For the analysis of surface marker proteins, a single cell suspension of cjESCs or cjPGCLCs was stained with antibodies in FACS buffer for 15 min at 4 °C. The primary and secondary antibodies used in this study are listed in Supplementary Table 2.

### Culture of xenogeneic reconstituted ovaries

For the preparation of xenogeneic reconstituted ovaries, embryonic mouse gonadal somatic cells were collected as described previously^49^. Briefly, female gonads were obtained from embryonic day (E) 12.5 embryos derived from intercrosses of ICR mice. Female gonads were surgically separated from the mesonephros and then dissociated by incubation with 0.05% Trypsin–EDTA in PBS for 10 min at 37 °C. Endogenous PGCs in the dissociated gonadal cells were removed by MACS using anti-SSEA1 and anti-CD31 antibody conjugated with magnetic beads (Miltenyi Biotech)*.* The dissociated gonadal somatic cells were reaggregated with FACS-sorted cjPGCLCs. Culture of xenogeneic reconstituted ovaries was performed as previously reported with slight modifications^41^. Reaggregations containing 500 cjPGCLCs at day 6 and 37,500 E12.5 female gonadal somatic cells were cultured in a low-binding U-bottom 96-well plate for 2 days in GK15 medium supplemented with 1 μM retinoic acid and 10 μM ROCK inhibitor. After this period, the xenogeneic reconstituted ovaries were placed on Transwell-COL membranes (CORNING, #3492) soaked in αMEM (Thermo, #12571063) containing 2% fetal calf serum (FCS), 55 μM 2ME, 1xpenicillin/streptomycin, 1xGlutaMAX, and 150 μM ascorbic acid. At 4 days of culture, the medium was changed to S10 medium (StemPro (Thermo, #10639011) containing 10% FCS, 55 μM 2ME, 1xpenicillin/streptomycin, 1xGlutaMAX, and 150 μM ascorbic acid). The medium was changed every other day.

For analysis of xenogeneic reconstituted ovaries, the reconstituted ovaries were treated with CTK solution for 30 min at 37 °C, transferred into Accutase and then incubated at 37 °C for 15 min. After these incubations, the xenogeneic reconstituted ovaries were dissociated and then filtrated with a 70 μm-pore nylon filter. The dissociated cells were collected by centrifugation and suspended in FACS buffer for analysis.

### Immunofluorescence analysis

For immunofluorescence analysis of cjESCs, cells were cultured on an ibidi μ-Slide 8 Well (ibidi, #80826) coated with MEF in DK20FA or PESFA. These cjESCs were washed once with PBS, fixed with 4% paraformaldehyde (PFA) in PBS for 15 min at room temperature, washed twice with PBST (PBS containing 0.1% Tween 20), permeabilized with 0.2% Triton X in PBS for 15 min at room temperature, and then washed twice with PBST for the following processes. The slides were incubated with Blocking One Histo (Nacalai, #03953-95) for 10 min at room temperature, washed once with PBST, and incubated overnight at 4 °C with primary antibodies in Blocking One Histo that was 20-fold diluted in PBST. After washing three times with PBST, the slides were incubated for 2 h at room temperature with secondary antibodies and 1 μg/ml of DAPI in Blocking One Histo that was 20-fold diluted in PBST. After washing three times with PBST, the slides were mounted with Fluoro-KEEPER Antifade Reagent (Nacalai, #12593-64), and analyzed using an LSM700 laser microscope (ZEISS).

For immunofluorescence analysis of cjPGCLCs, BTNG-positive cells were sorted by FACSAria Fusion. As a control, cjESCs were sorted after staining with anti-human TRA-1-60-R conjugated with PE to separate them from MEFs. The sorted BTNG-positive cells and TRA-1-60-R-positive cjESCs were mixed at a ratio of 1:1–1:2 and suspended at a concentration of 1–2 × 10^5^ cells/ml with PBS containing 1%BSA. One hundred microliters of the cell suspension were spread onto MAS-coated glass slides (Matsunami, #MAS-04) using a CytoSpine4 (Thermo) at 800 rpm for 3 min. The slides were then fixed with 4% PFA in PBS for 15 min at room temperature, washed twice with PBS and once with PBST, permeabilized with 0.5% Triton X in PBS for 10 min at room temperature, and washed three times with PBS for the following processes. The slides were incubated with Blocking One Histo for 10 min at room temperature and washed once with PBS. Next, the slides were incubated with primary antibodies in Blocking One Histo that was 15-fold diluted in PBST overnight at 4 °C followed by washing twice with PBST and twice with PBS. The slides were then incubated with secondary antibodies and 1 μg/ml of DAPI in Blocking One Histo that was 15-fold diluted in PBST for 3 h at room temperature. After washing twice with PBST and twice with PBS, the sections were mounted with PermaFluor (Thermo, #TA-030-FM) and analyzed using an LSM700 laser microscope. For the immunofluorescence of 5mC, the slides were treated with 4N HCl in 0.1% Triton X for 10 min at room temperature and neutralized with 10 mM Tris–HCl (pH 8.0) for 10 min followed by washing twice with PBS and, finally, treatment with Blocking One Histo.

For immunofluorescence analysis of xenogeneic reconstituted ovaries, the samples were stripped from Transwell-COL membranes using micro forceps. Then, the samples were fixed with 4% PFA in PBS for 3 h at 4 °C, soaked sequentially in 10%, 15%, and 20% sucrose and then treated in fresh 20% sucrose overnight at 4 °C. The samples were then embedded in O.C.T. compound (Tissue-Tek, #4583) and sectioned at a thickness of 7 μm. Air-dried sections were washed three times with PBS, incubated with Blocking One Histo for 1 h at room temperature and washed once with PBS for the following processes. The sections were incubated with primary antibodies in Blocking One Histo that was 15-fold diluted in PBST overnight at 4 °C, washed twice with PBST and once with PBS, and then incubated with secondary antibodies and 1 μg/ml of DAPI in the same solution for the first antibody reaction for 3 h at room temperature or overnight at 4 °C. After washing twice with PBST and once with PBS, the sections were mounted with PermaFluor, and analyzed using an LSM700 laser microscope. The primary and secondary antibodies used in this study are listed in Supplementary Table 2.

### Transcriptome analysis

For transcriptome analysis, 10,000 cells for each sample were collected by FACSAria Fusion (BD Biosciences). All samples used for transcriptome analysis are listed in Supplementary Table 3. Biologically duplicated samples were prepared under each condition. Total RNAs were extracted using an RNeasy Micro Kit (QIAGEN #74,004), and poly(A)^+^ RNAs were purified using a NEBNext Poly(A) mRNA Magnetic Isolation Module (New England Biolabs #E7490). Directional RNA sequence libraries were constructed using a NEBNext Ultra Directional RNA Library Prep Kit for Illumina (New England Biolabs #E7760) as described previously^50^. cDNAs were enriched by 12-cycle PCR. HiSeq2000 (Illumina) was used to perform single-end sequencing. Read quality was assessed by FastQC 0.11.9 (https://github.com/s-andrews/FastQC). RNA-seq data of the blastocysts and epiblasts of Callithrix Jacchus and Naïve state cjESCs were obtained from GSE138944, and poor-quality reads (score < 30) were trimmed with Trim Galore! (https://github.com/FelixKrueger/TrimGalore) as described previously^31^. RNA-seq data of the naïve and primed state human ESCs were obtained from E-MTAB- 5674^30^, and poor-quality reads (quality value < 20, read length < 20) were trimmed with fastp 0.20.0. To minimize technical variability, the sequencing modes were truncated to single-end format. Reads from each species were aligned to GRCh38/hg38 for human and Callithrix_jacchus_cj1700_1.1 for Callithrix jacchus with STAR 2.7.7a^51^. Alignments to gene loci were filtered for MAPQ values > 1 (maps to less than 9 locations in the target) with samtools 1.10^52^. Filtered alignments were quantified with rsem 1.3.3^53^ based on annotation from GRCh38/hg38 for human and Callithrix_jacchus_cj1700_1.1 for Callithrix jacchus. The expression levels were normalized by TPM.

The annotation from Callithrix_jacchus_cj1700_1.1 contains many genes of uncertain function (LOC symbols), and therefore common genes (15,755 genes: including POU5F1) between Callithrix jacchus and humans were used. The common genes were defined as described in the “Common genes listed in the marmoset–human one-to-one annotation table” section.

For principal component analysis (PCA), the analysis of differentially expressed genes (DEGs), and unsupervised hierarchical clustering (UHC) analysis, we used the genes selected by log_2_(TPM + 1) ≧1.5 in at least one sample (11,398 genes: common genes and log_2_(TPM + 1)≧1.5). PCA was performed using R software with FactoMineR v.2.3^54^ based on log_2_(TPM + 1). UHC analysis was performed using R software with the hclust function with Euclidian distances and Ward’s method (ward.D2). For identification of DEGs, the false discovery rate (FDR), log_2_ CPM and log_2_ fold-change were calculated using edgeR v.3.28.0^55^. The DEGs were defined as genes exhibiting a more than four-fold difference between the samples (FDR <  0.01 and log_2_CPM > 1.5 as the mean of the expression level in the group). The DAVID 2021 was used for gene ontology (GO) analysis^56^. Since the annotation for late germ cell development in the common marmosets was insufficient, the GO analysis for xenogeneic reconstituted ovaries was performed by the annotations in humans using the common genes between marmosets and humans (see below).

### Common genes listed in the marmoset–human one-to-one annotation table

In order to analyze RNA sequence data except for the effect of genes with uncertain function (LOC symbols) in marmosets, we made a Common genes listed in the marmoset–human one-to-one annotation table by means of a genomic coordinate comparison using the LiftOver tool, as described previously^10,57^. There are 21,504 genes in Callithrix_jacchus_cj1700_1.1 and 17,351 in GRCh38/hg38, with 15,754 genes in common between them (Supplementary Table 4). Since *POU5F1* was not included among the common genes, it was added to the table manually, resulting in a total of 15,755 genes.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

## Data Availability

The RNA-seq and methylome data have been deposited at the Gene Expression Omnibus (GEO) database under the accession number GSE201320.

# Supplementary material for: Induction of primordial germ cell-like cells from common marmoset embryonic stem cells by inhibition of WNT and retinoic acid signaling
**Source:** Sci Rep. 2023 Feb 23;13:3186. doi: 10.1038/s41598-023-29850-z
**Supplement:** Supplementary file 1 — Supplementary Information 1.

**Supplementary Figure 1. Production and validation of reporter cjESCs.**

**(A)** Immunofluorescence analysis of pluripotency-associated gene expression. Images show the expression of POU5F1 (green), SOX2 (red), and NANOG (red) with DAPI (white) in BTNG-cjESCs cultured in DK20FA or PESFA. Scale bar, 100 μm. Histograms below the images show the expressions of INTEGRINA6, TRA1-60, and SSEA4 in cjESCs cultured in DK20FA or PESFA. **(B)** Proliferation rates of cjESC clones cultured on MEF in PESFA and in DK20FA. cjESCs were passaged through a single cell suspension every 4 to 6 days (red and blue) or small clumps every 3 to 4 days (grey). **(C)**Targeted insertion of the *BLIMP1*-*tdTomato* (BT) and *NANOS3*-*EGFP* (NG) reporter constructs. Black boxes and asterisks indicate exons and the gRNA-recognition site for the CRISPR Cas9 system, respectively. The images show the results of PCR for genotyping. The circle above the gel image indicates the ESC clone used in this study. Sequences of the primers are available in Supplementary Table 1. M, size marker.

**Supplementary Figure 2. Cell populations used for the RNA-seq analyses in this study**

**(A-C)** Cell population used for the RNA-seq analyses. FACS plots show the cells at each time point in culture under the condition indicated. Cells enclosed by a dashed red line were used for the RNA-seq analyses shown in Figure 2 (A), Figure 3 (B) and Figure 4 (C).

**Supplementary Figure 3. Differentially Expressed Genes in cells cultured with IWR1 and BMS493.**

**(A)** GO analysis of genes affected by IWR1. The scatterplots show the genes differentially expressed between BLSE+IWR1 and BLSE (Log_2_fold-change > 2, Log_2_averageCPM > 1.5, and false discovery rate (FDR) < 0.01) at 48 hr of induction. Representative GO terms for each gene group and their p-values are shown at right. **(B)** Scatter plot comparison between GO analysis of BTNG-positive cells. Shown are scatter plots of transcriptomes of OGBT-positive cells at 96 hr of culture indicated with DEGs (Log_2_fold-change > 2, Log_2_averageCPM > 1.5, and FDR < 0.01). Comparison with the transcriptome of total cell population at 96 hr of BLSE culture is shown as a reference.

**Supplementary Figure 4. Reproducibility of epigenetic and differentiation properties in BTNG-positive cells induced with IWR1 and BMS493.**

**(A)** Immunofluorescence analyses of representative epigenetic markers in cjPGCLCs induced with BMS493. Images show the results of immunofluorescence analysis of epigenetic markers indicated with DAPI in SOX17(+) cjPGCLCs at day 4 of culture under the BLSERI+BMS condition. Plots on the right show relative fluorescence intensities, in comparison to those in cjESCs, determined by the Image J software. The average fluorescence intensity of cjESCs was set as 1. ***P<0.001 (using Welch’s t test). NS, not significant. Scale bar, 20 μm. **(B)** A schematic experimental procedure for the construction and culture of the xenogeneic reconstituted ovary. **(C)** Expression of DDX4 in the reaggregations with mouse gonadal somatic cells. Images show the results of immunofluorescence analysis of DDX4 with DAPI in BT(+) cjPGCLCs induced with BMS493 in the xenogeneic reconstituted ovaries at day 40, day 70, and day 90 of culture. Scale bars, 20 μm.

**Supplementary Figure 5. Expression of surface marker proteins and non-reporter cjESC lines used in this study.**

**(A)** FACS analysis of surface marker proteins for isolation of cjPGCLCs. FACS plots show the expressions of PDPN, KIT, and ITGA6 on cells at day 4 of cjPGCLC induction by exogenous SOX17 expression under the BLSER condition. **(B)** Transcripts of genes encoding the surface marker proteins. Each value is based on duplicated RNA-seq analyses. **(C)** Comparison of the proliferation rates of multiple cjESC lines cultured on MEF in PESFA. Cells were passaged through a single cell suspension every 4 to 6 days of culture.

# Supplementary material for: Induction of primordial germ cell-like cells from common marmoset embryonic stem cells by inhibition of WNT and retinoic acid signaling
**Source:** Sci Rep. 2023 Feb 23;13:3186. doi: 10.1038/s41598-023-29850-z

(Supplementary Figure 1C)

*PRDM1*(*BLIMP1*) locus

Left arm

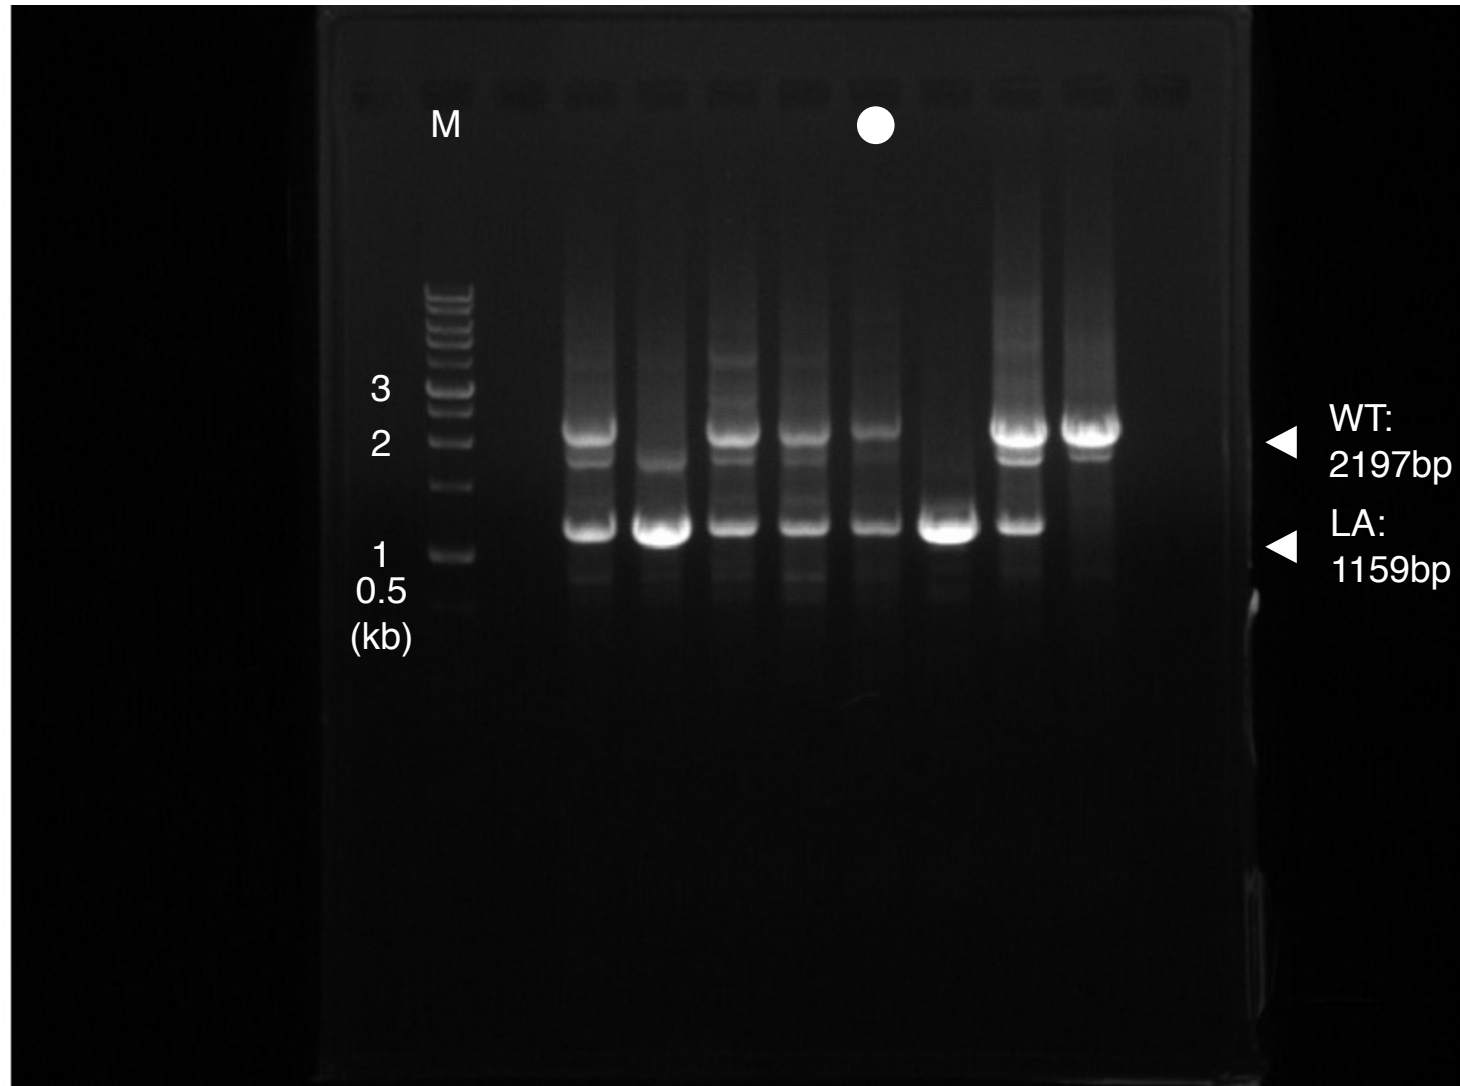

(Supplementary Figure 1C)

*PRDM1*(*BLIMP1*) locus

Right arm

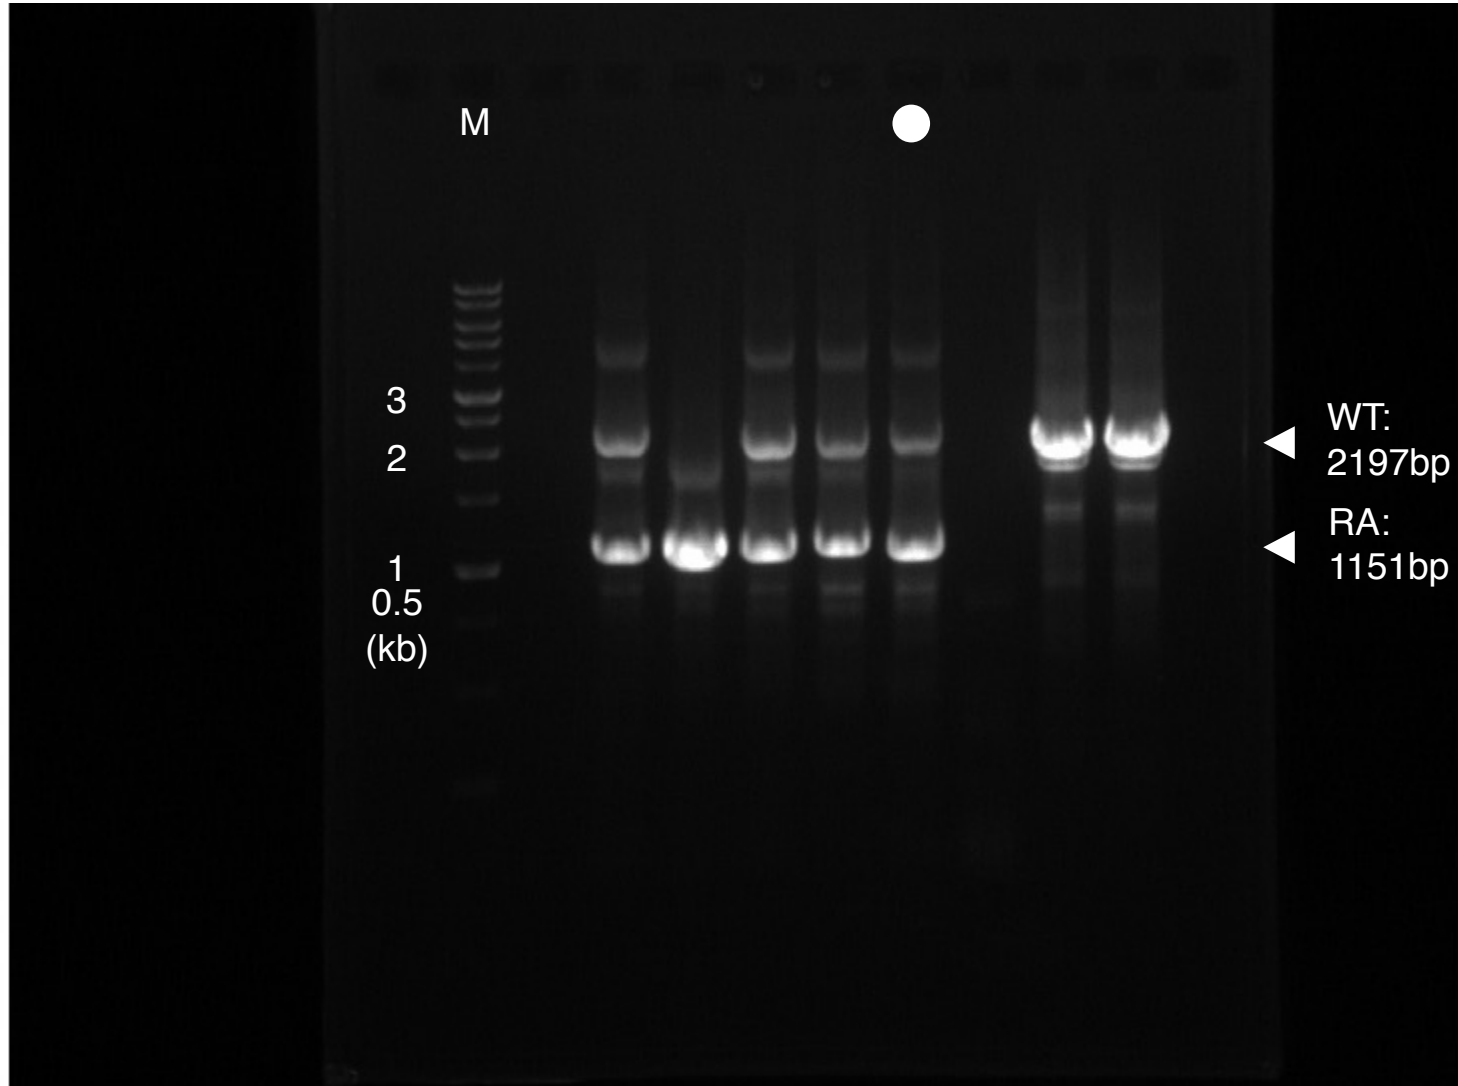

(Supplementary Figure 1C)

*PRDM1*(*BLIMP1*) locus

$\Delta$ lox

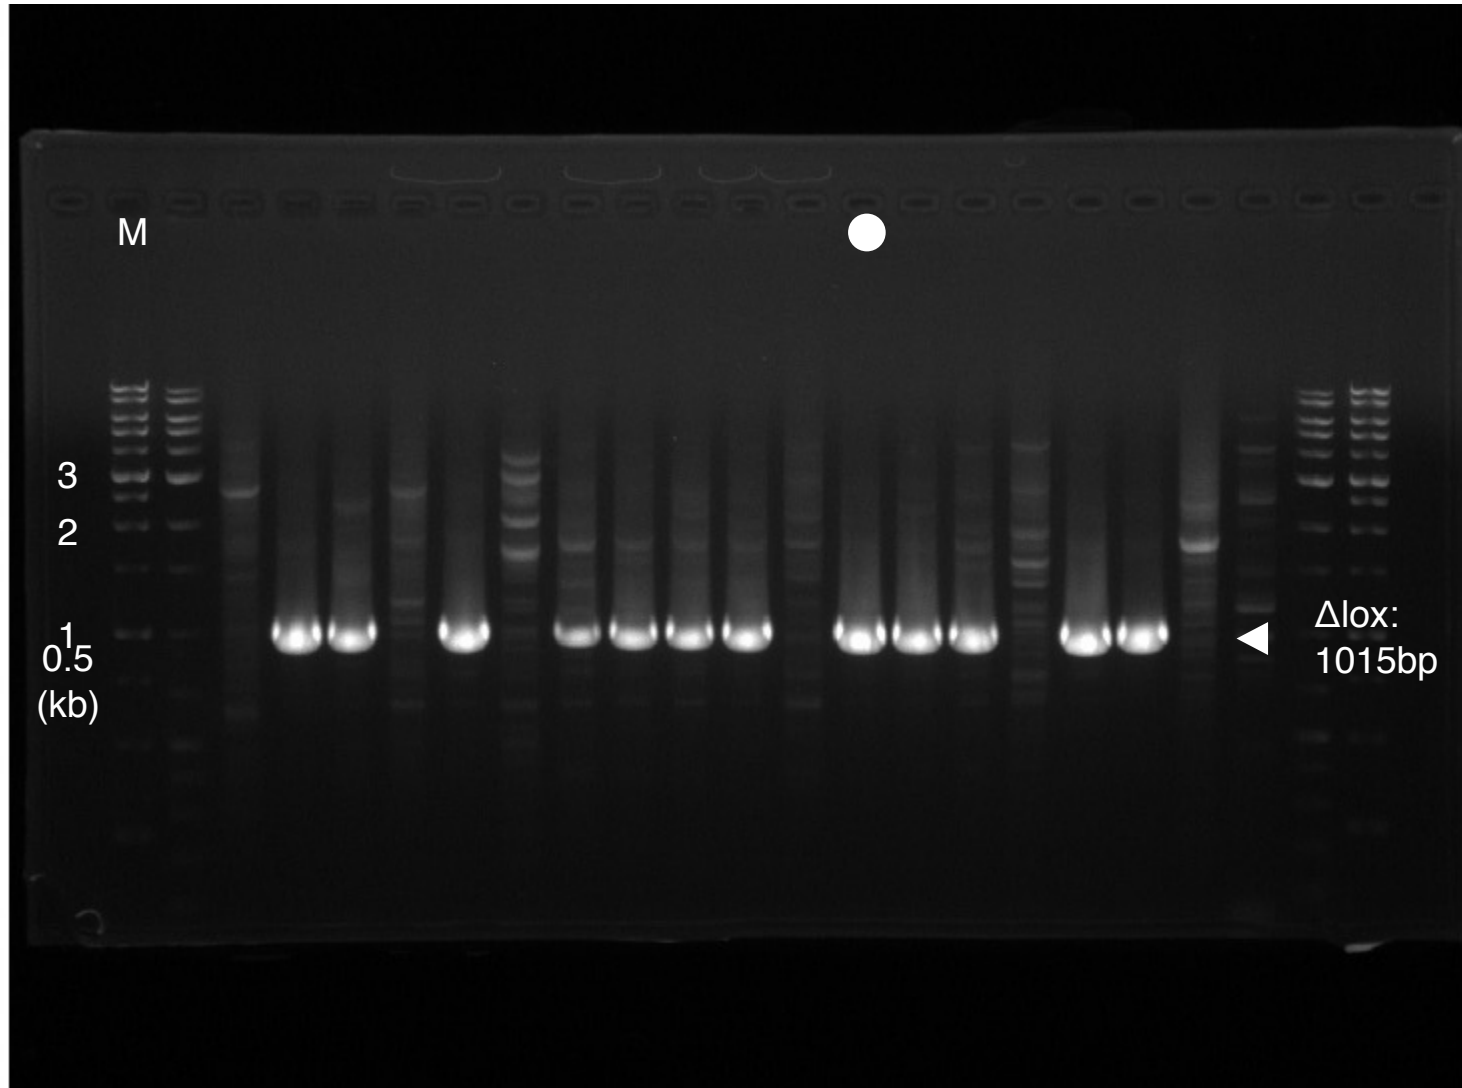

(Supplementary Figure 1C)

*NANOS3* locus

Left arm

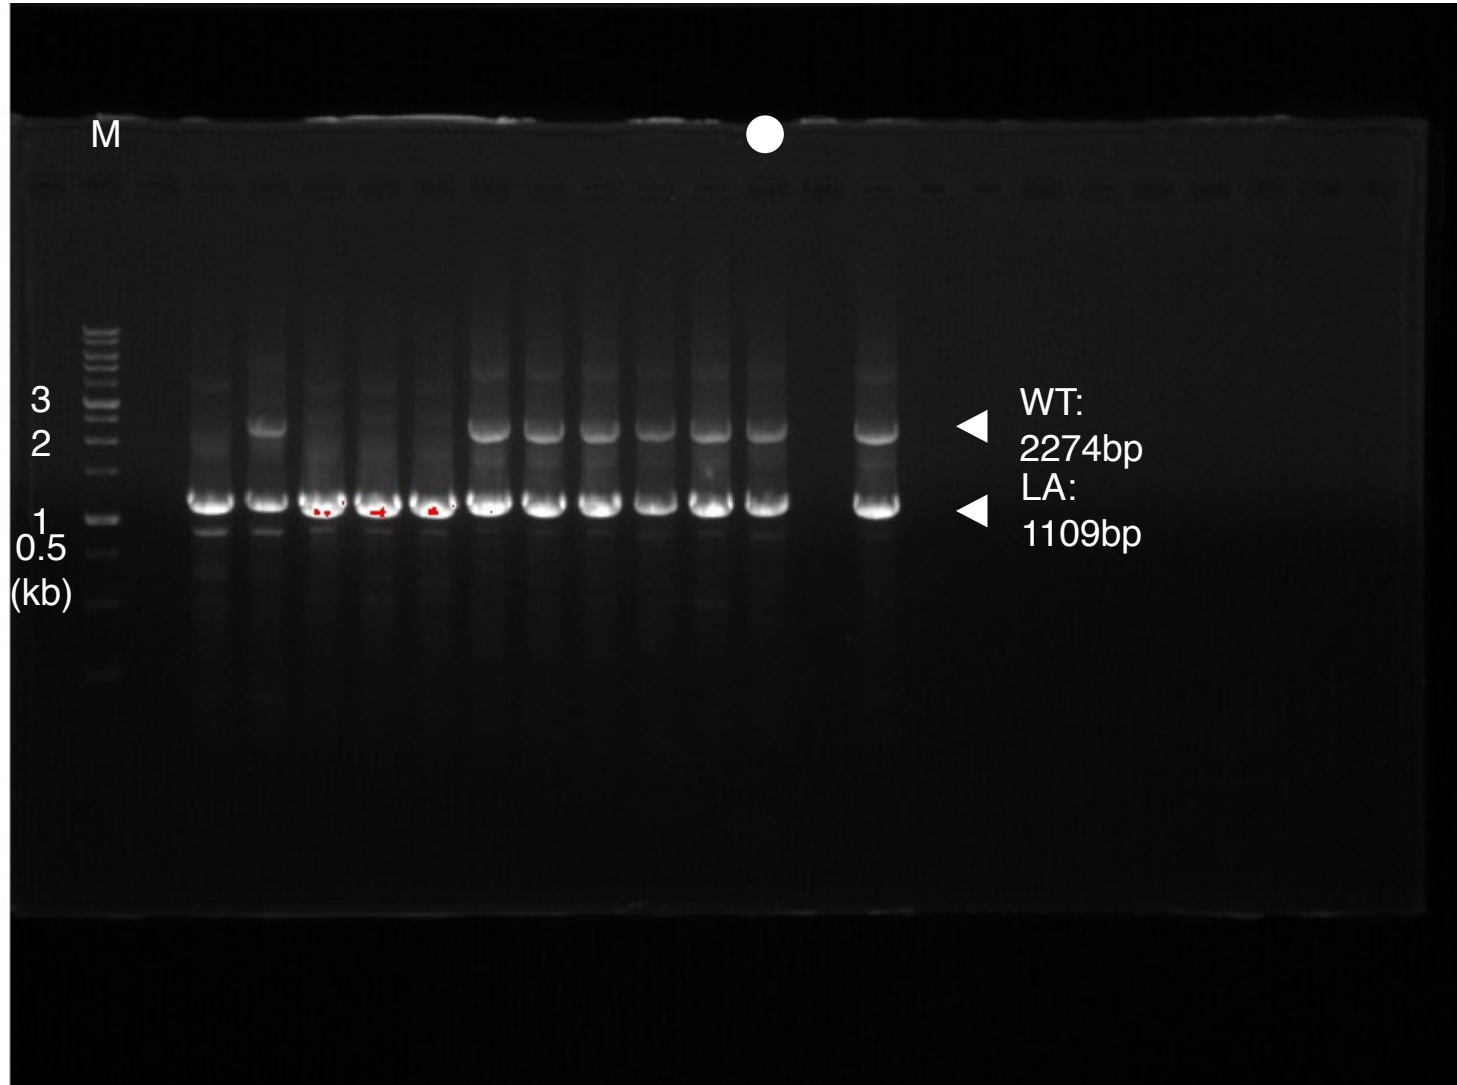

(Supplementary Figure 1C)

*NANOS3* locus

Right arm

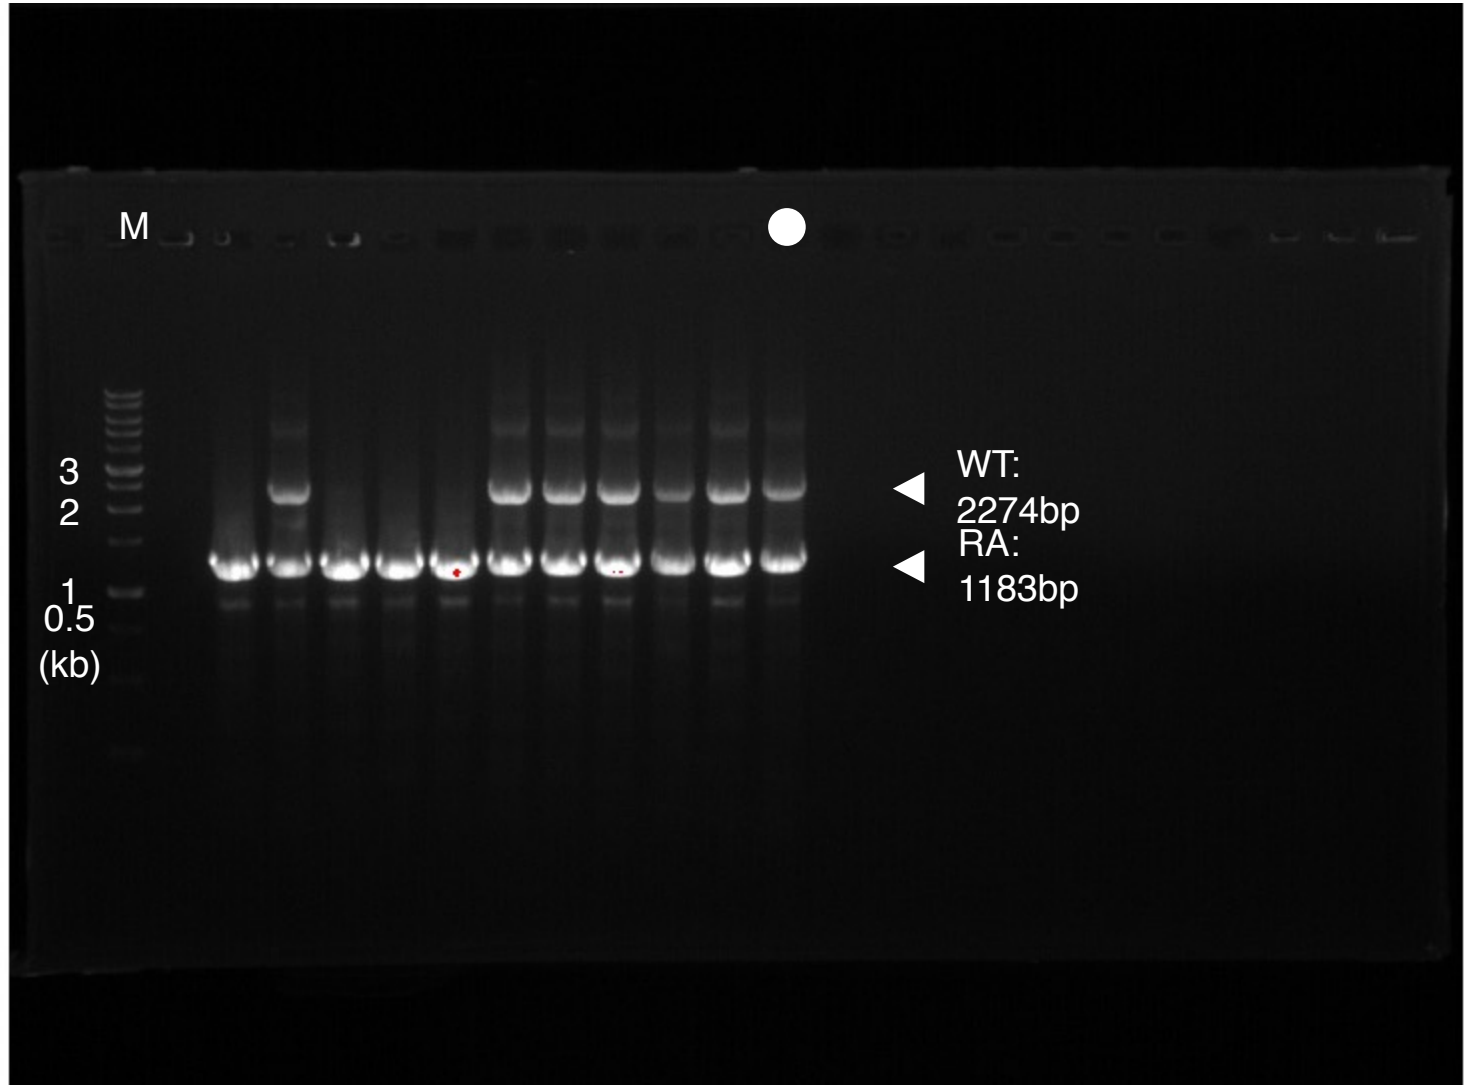

(Supplementary Figure 1C)

*NANOS3* locus

$\Delta$ lox

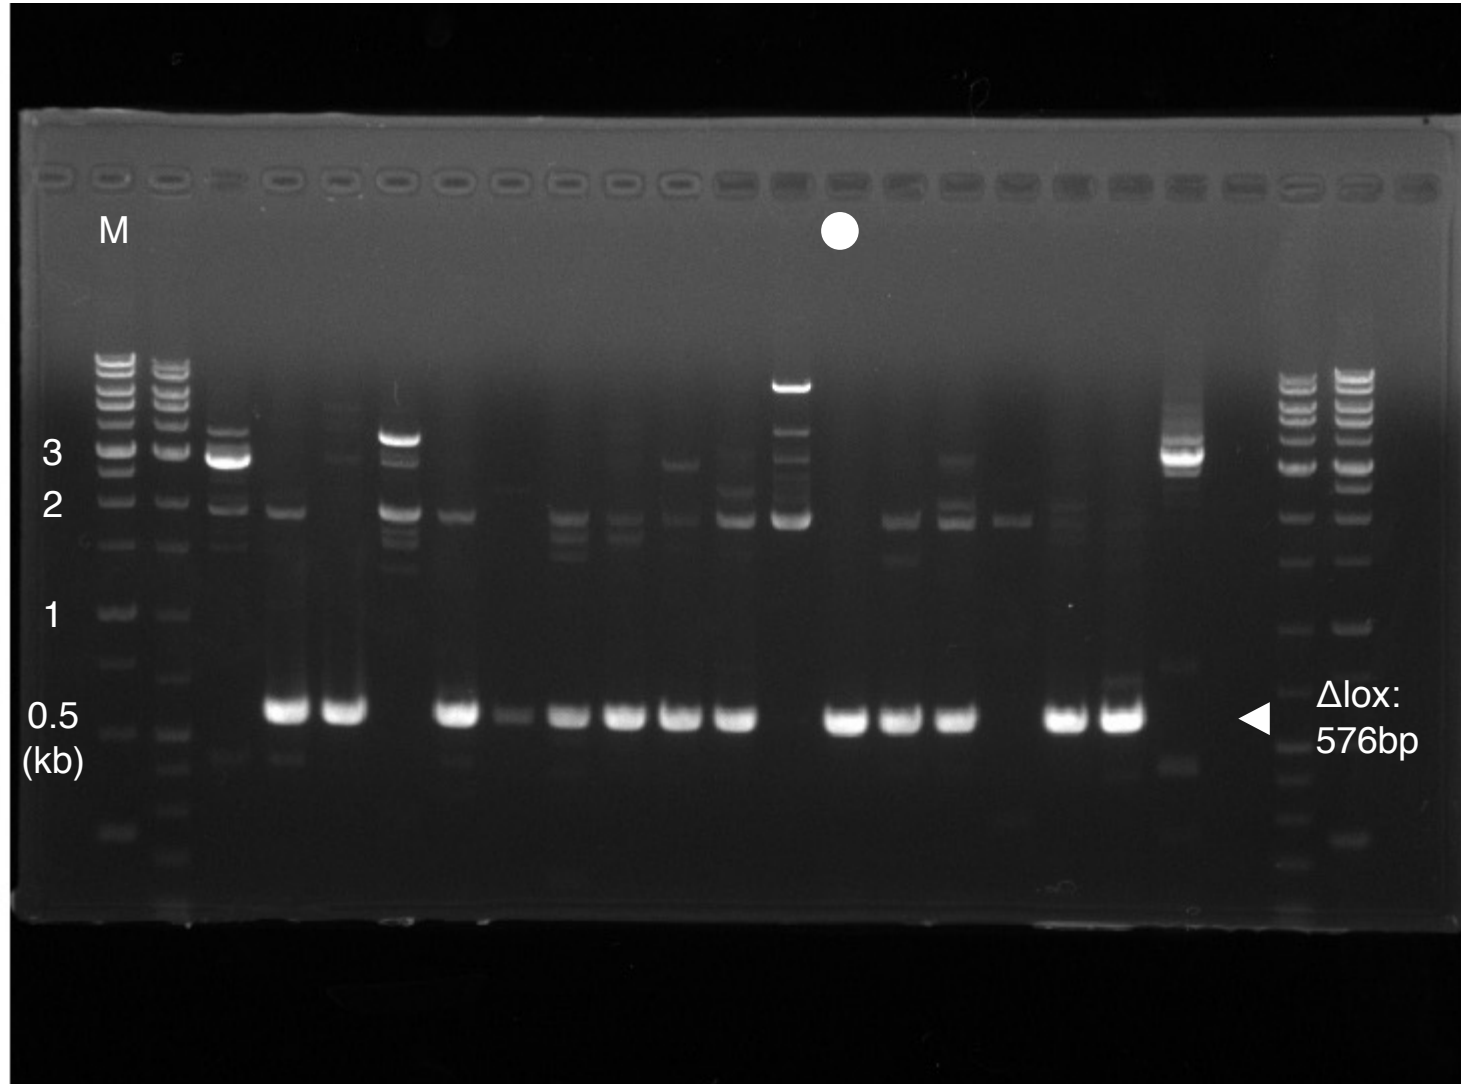

**Supplement:** Supplementary file 6 — Supplementary Information 6.

How the deposited data were processed for this re-analysis (not part of the article)

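RNA was sequenced from 27 conditions in 2 replicates each, 54 libraries in all: cjESCs in DK20FA and in PESFA, pre-treated cjESCs, cells at 12, 24, 48 and 96 h in BLSE, SOX17 + BLSE, SOX17 + LSE, BLSE + IWR1 and BLSE + IWR1 + BMS, and BLIMP1-tdTomato-positive cells at day 6 and in xrOvaries at days 20, 40 and 70. The authors aligned single-end directional reads to the marmoset genome with STAR, kept alignments with a mapping quality above 1, and estimated abundances with RSEM. The deposited values are TPM from the authors, written with 2 decimals, for 14812 genes that marmosets and humans share, and no step was taken back. The paper gives 15,755 common genes and 11,398 genes after its filter. Of the 14812 genes, 418 were listed at 0 in every library and 591 carry a locus number for a symbol. The columns were tested for pairs of identical libraries, of which there were 0, and each column was mapped to its condition from its label and the supplementary table of samples.

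Depth is unknown, since TPM hold no read totals, and the number of genes above 0 per library ranged from 10146 to 12688. No interval or detection floor based on depth is given. A gene listed at 0 TPM is reported as such, and no fold is given against a group at 0.

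From the deposited TPM, log2(TPM + 1) was computed, and genes with a value of at least 1.5 in at least 1 library were kept, 11197 genes. With R 4.3.3 and limma 3.58.1, a mean per condition was fitted over all 54 libraries, with 27 residual degrees of freedom and an intensity trend in the prior variance. Contrasts of conditions, and differences between contrasts, were tested two-sided with Benjamini-Hochberg adjustment over the 11197 genes. In all, 10 differences between contrasts were computed, and no adjustment was made across them. The authors called their DEGs with edgeR, which needs counts and was not used here. A DEG passed a 4-fold difference, an adjusted p under 0.01 and a mean log2 value of the groups above 1.5. With 2 libraries against 2, an exact permutation test cannot give a p below 0.33, other splits of the libraries were not counted, and no group was large enough for a test of single libraries far from the others.

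Named genes are those the paper names, the genes of the marker lists where a list is reported, and the 5 genes with the largest increase and the 5 with the largest decrease among the DEGs of a comparison that have a symbol beyond a locus number, of which 2 are not reported here. Any other gene is said to have been chosen after its values were seen. Lists were tested with limma's rotation test fry at a threshold of 0.05. For 7 comparisons the lists were planned, and 92 further comparisons, some with a list of cilia genes, were computed after the data were seen. Of those 92, 23 were chosen to be refitted, and any p-value given from the 92 was adjusted over all 92. The p-values of the planned lists were adjusted over the 7.

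PCA was run on the log2 values centred but not scaled, on the libraries that the legend of each figure was read to name. Some legends name the cells of the PCA, as that of Fig. 5D does, and others do not name them in full. Loadings were centred and divided by their SD to give Z scores, and genes further than 2.5 SD from the origin of PC1 and PC2 were taken. The genes of Fig. 5D were put into 5 clusters by hierarchical clustering with Ward's method. The GO analyses of the paper were not repeated.

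The model and the lists were tested on simulated data with 11005 genes. Of 200 genes changed 8-fold, 200 were called in the right direction, and 0 of 10805 unchanged genes were called. The changed genes were drawn from those well above the filter on low values, and the noise was independent between libraries. An unchanged gene also had to differ more than 4-fold to be called. The simulation thus does not test weakly expressed changed genes, changes near the threshold or replicates that deviate in many genes together. In a simulated PCA, 200 of 200 driving genes and 287 of 9898 others lay beyond the radius.

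The alternatives were a pseudocount of 0.1, no filter on low values, a fit of only the libraries compared, the replicate number as a block, median-ratio scaling, quantile normalization, no intensity trend, and, for PCA, unit variance, other gene filters and other sets of libraries. Planned lists and PCA were also recomputed without each replicate. The pairing in the block comes from the replicate numbers in the labels, and how far same-numbered replicates deviate together was checked across genes. Genes of the lists that are absent from the table or do not pass the filter are not used here.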

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

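The tests in this part were chosen only after the results were seen.

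The change from the starting cjESCs to 12 h differed between SOX17 + BLSE and BLSE + IWR1 in 1317 of 11197 genes, an interaction with an adjusted p under 0.01, and in 410 of them by more than 4-fold. It was 1364 genes at 24 h, 1904 at 48 h and 1276 at 96 h. After quantile normalization 1198 of the 1317 genes remained, so scaling does not explain most of it. The starting cells differ in line and medium, and the cells with IWR1 had been pre-treated. The conditions themselves differed in 151 DEGs at 12 h, and the difference cannot be told apart from one in the starting cells. SOX17 and IWR1 acting on different genes is a hypothesis that these libraries do not separate from the line, the medium and the pre-treatment.

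The effect of BMP4 in the presence of SOX17 differed between 48 and 96 h in 284 genes. After quantile normalization 255 of these remained. The cells were sorted at 96 h and unsorted at 48 h, in both conditions. Between 48 and 12 h, when no cells were sorted, the effect differed in 141 genes, so the effect also changed with time without sorting. How many of the 284 genes come from sorting cannot be told apart from a change with time. That BMP4 acts on different genes early and late is a hypothesis.

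The effect of BMS493 differed between 48 and 96 h in 129 genes, of which 115 remained after quantile normalization. Between 48 and 12 h it differed in 10 genes, and in 983 at an unadjusted p under 0.05. Between 48 and 24 h it differed in 1 gene. Sorting at 96 h, in both conditions, cannot be told apart from a change of the effect with time after 48 h, as either would give such counts. The spread between the replicates with BMS493 at 48 h also bears on it.

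A list of genes of gonadal somatic cells, which holds stromal genes, was higher by 2.19 in mean log2 value in cjESCs in PESFA than in DK20FA, in 7 of 9 genes (fry in limma, adjusted p = 4.18e-10 over 92 lists). The paper does not report this. After quantile normalization it was 2.23. From cjESCs in PESFA to 12 h of BLSE + IWR1, in aggregates made without feeder cells, the list changed by −2.49. In pre-treated cjESCs, kept for 24 h on fibronectin, the list differed from cjESCs in PESFA by 0.083, so it did not fall when cells were plated without feeder cells, and reads of feeder cells lost at that step do not explain it. The pattern cannot be told apart from reads of mouse feeder cells carried over at plating and left after sorting, and a loss of differentiated marmoset cells at aggregation would give the same fall. A difference between the lines or the media is the biological hypothesis, and it was not tested on its own. At 12 h of induction the list mean was 3.333 in BLSE + IWR1 and 3.977 in BLSE (limma's fry, adjusted p = 0.0255 over 92 lists). The difference between the starting cells was thus not kept at 12 h. IWR1 and the pre-treatment also differ there, so this comparison cannot decide the question.

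A list of cilia genes, added after the data were seen because FOXJ1 was the most increased gene, was higher by 1.00 in BLSE + IWR1 than in BLSE at 48 h, in 12 of 13 genes (fry in limma, adjusted p = 1.22e-07 over 92 lists). The list was written with FOXJ1 already seen to change, so the test is not independent of it. Relative to cjESCs in PESFA the cells with IWR1 differed by −0.025, which is what a loss of cjESC transcripts in BLSE, and their retention with IWR1, would give. In cjESCs the list was lower in PESFA than in DK20FA by −0.29, with 5 genes higher and 8 lower. The list mean thus did not start higher in PESFA, but a starting difference in single genes is not excluded. Within one line, medium and pre-treatment, BMS493 lowered the list at 48 h by −0.71, in 12 of 13 genes (adjusted p = 6.07e-06). Its reference is the same 2 libraries with IWR1 in which FOXJ1 was seen to be high, so this test is not independent of that choice either, and values high there by chance would give both results. That IWR1 keeps these transcripts of cjESCs is a hypothesis, and the line, the medium and the pre-treatment remain combined with IWR1.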

How the results depend on the processing

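The refits of the 23 added lists and 5 interactions, the crossed replicate numbers and the clustering of centred genes, were chosen only after the results were seen, and the other alternatives were set before the data were examined.

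Fitting only the libraries compared, with 2 residual degrees of freedom per pair of conditions, moved most counts of DEGs, and the cause was not tested. The count became 0 for PESFA against DK20FA (228 with an unadjusted p under 0.05), 0 for SOX17 + BLSE against BLSE at 12 h (18), 97 at 48 h, 2 for SOX17 + BLSE against SOX17 + LSE at 48 h, 0 at 96 h (87), 0 for BLSE + IWR1 against BLSE at 48 h (268), 0 for BLSE + IWR1 against SOX17 + BLSE at 96 h (66), 0 for BMS493 at 24 h (2), 0 at 48 h (23) and 0 at 96 h (3), 0 for pre-treated cjESCs (4) and 0 for day 20 against day 6 (250). The 3 other comparisons gave 850 DEGs for SOX17 + BLSE against BLSE at 96 h, 780 for BLSE + IWR1 against BLSE at 96 h and 528 for day 70 against day 6. In this fit the interactions gave 222 genes for the changes from cjESCs at 12 h (219 shared), 39 for BMP4 between 48 and 96 h (35 shared) and 2 between 48 and 12 h, and 1 for BMS493 between 48 and 96 h and 0 between 48 and 12 h (700 with an unadjusted p under 0.05). The neural list with BMS493, at −0.38, the WNT list with IWR1 at 12 h, at −1.08, and the WNT list, at −1.06, and retinoic acid list, at −0.50, in PESFA against DK20FA no longer passed their threshold, whereas the primed list in PESFA, at 0.23, and the neural list in BLSE at 48 h against cjESCs, at −0.42, passed it.

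With a pseudocount of 0.1, BMS493 gave 0 DEGs at 24 h (9 with an unadjusted p under 0.05), 41 at 48 h (18 shared) and 2 at 96 h (1 shared), both lower where 3 of 4 had been higher. The interaction of BMP4 gave 176 genes between 48 and 96 h (170 shared) and 73 between 48 and 12 h (68 shared), and that of BMS493 81 between 48 and 96 h (80 shared). The WNT list with IWR1 at 96 h, at 0.22, passed its threshold, and the retinoic acid list in PESFA, at −0.35, did not. BMS493 at 96 h also gave 2 DEGs without the filter and 2 without an intensity trend. The meiosis list passed its threshold without the filter, at 0.18, and after quantile normalization, at 0.61. With the replicate number as a block, the interaction of BMS493 between 48 and 12 h gave 16 genes (10 shared), and the WNT list with IWR1 at 96 h, at 0.27, passed its threshold. After median-ratio scaling the naive list, at 0.33, passed it, and after quantile normalization the gonadal somatic list at day 20, at −0.54, did not. The cause of none of these was tested.

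Genes scaled to unit variance put 0 genes beyond 2.5 SD in Fig. 2A, 66 in Fig. 2E, 12 in Fig. 4C and 74 in Fig. 5D, and 0 of 12 and 1 of 6 genes the paper names in their stated group. That scaling limits how large a loading can be, so these counts at a fixed radius do not test how firm the groups are. With cjESCs in DK20FA added, PC1 and PC2 of Fig. 2E held 46.3% and 13.9% in place of 48.5% and 13.4%, nearer to the paper's 46% and 14%. With pre-treated cjESCs added, those of Fig. 4C held 32.7% and 21.3% in place of 34.1% and 20.6%, against the paper's 33% and 21%. The inputs of the paper's PCAs thus may differ from those used here. Centring genes before clustering gave 79 genes in the cluster with DAZL. The cause of this change was not tested.

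In refits that kept each replicate, some signs reversed, and the cause was not tested. They were those of the cilia list in BLSE + IWR1 at 48 h against cjESCs with quantile normalization (0.0013), SNAI2 with BMS493 at 96 h with a pseudocount of 0.1 (−0.050), NANOG in PESFA against DK20FA with median-ratio scaling (0.093) and quantile normalization (0.12), NANOG at day 70 against day 6 (0.094) and PRDM1 in BLSE + IWR1 at 12 h against cjESCs (−0.046) with median-ratio scaling, and POU5F1 at day 70 against cjESCs with quantile normalization (−0.21).

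Median-ratio scaling and quantile normalization left each of the 15 counts of DEGs within 1.5 times its value, and so did the replicate block. They shifted the median log2 fold change of all genes by −0.24 and −0.20 for SOX17 + BLSE against BLSE at 96 h, −0.20 and −0.12 for BLSE + IWR1 against BLSE at 96 h, and 0.20 and 0.26 for day 70 against day 6, and quantile normalization by 0.13 for day 20. Median-ratio scaling moved the split of higher and lower DEGs for SOX17 + BLSE against BLSE to 11 and 7 at 12 h, 105 and 115 at 48 h, and 426 and 548 at 96 h, and that for BLSE + IWR1 against BLSE at 96 h to 346 and 646, and quantile normalization this last to 348 and 580 and that for day 70 to 163 and 345. Of 310 comparisons of named genes, 128 kept their direction and side of the threshold in each of the refits and 182 changed in at least 1, of which 173 fell short of it when only the libraries compared were fitted.

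Leaving out a replicate leaves 1 library in an arm and by arithmetic moves a mean by less than 1 SD, so these ranges show no stability. Over 4 fits each they were −0.16 to −0.06 for the glucocorticoid list, −0.21 to 0.05 for the WNT list, 0.06 to 0.28 for the retinoic acid list, 1.01 to 1.30 for the neural list with IWR1, −0.53 to −0.24 for it with BMS493, 0.21 to 0.38 for the meiosis list and −1.34 to −1.09 for the gonadal somatic list. Over 2 fits each, 800 to 822, 793 to 798, 860 to 862 and 827 to 862 genes lay beyond 2.5 SD in Figs. 2A, 2E, 4C and 5D, with 12 to 12 and 6 to 6 named genes in their stated group. The range of the WNT list with BMS493 at 48 h thus crosses 0. Of the 310 comparisons of named genes, 11 changed sign without some replicate, over 1316 fits, and none of the 11 had an adjusted p under 0.01. No leave-one-out was planned for DEGs.

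Taking all genes of the table in place of the shared genes changes nothing, since the table holds only those. Same-numbered replicates were checked in the 33 comparisons of 2 conditions whose genes or lists are named. Outside those whose passages give it, r lay within 0.1 of 0, the lowest being −0.0917 for BMS493 at 24 h, and r was not computed for interactions. With crossed numbers as a replicate block, the WNT list with IWR1 at 24 h stayed at −1.16. With the replicate block NANOS3 with BMP4 at 12 h, at 1.43, fell short of its threshold, and the cause was not tested. The depth is unknown, which leaves the precision of weakly expressed genes open.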

Differences from the paper's values

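No test of a cause was made in this part. The cluster of Fig. 5F that holds DAZL had 178 genes, against the paper's about 110 in Fig. 5F, read by eye. None of the alternatives set before the data were examined applied to this cluster. With genes centred before clustering, chosen after seeing the values, the cluster had 79 genes, and this setting reaches the paper's value within 1.5 times. It held 6 of the 10 genes of Fig. 5F, with the other 4 in a cluster of 132 genes, whereas the cluster of 178 genes held 10 of 10.

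The paper states that genes of PGC specification, pluripotency and EMT were unaffected by leaving out BMP4. NANOS3 was higher with BMP4 by 1.43 at 12 h and 1.27 at 48 h on the log2 scale and TFAP2C by 0.91 at 48 h. SOX2 and PRDM14 changed by −1.59 and −2.20 with BMP4 at 48 h, and VIM and SNAI2 by −1.26 and −1.43 in the sorted cells at 96 h. POU5F1 was also higher with BMP4 at 48 h, with an adjusted p under 0.05 in limma. No adjusted p under 0.05 was found for PRDM1 (0.21), NANOG (0.35), VIM (−0.37) and SNAI2 (−0.44) at 48 h or NANOS3 (0.68) at 96 h, as the paper states.

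The paper describes expression of pluripotency-associated genes, such as POU5F1 and NANOG, as constant in SOX17 + BLSE and as not maintained in BLSE. From cjESCs POU5F1 changed by 0.60 at 48 h and 1.02 at 96 h, and NANOG by −1.04 and 0.55, while in BLSE at 48 h both fell, NANOG by 4.48, in the direction the paper gives. SOX2 and PRDM14, which that sentence does not name, changed by −5.62 and −4.02 from cjESCs to 48 h.

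The paper describes HAND1 as a somatic gene raised in BLSE without SOX17. At 48 h it was also raised from cjESCs by 1.61 in SOX17 + BLSE and by 5.09 in BLSE + IWR1.

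The paper states that BMS493 enhanced WNT signaling to a small degree, from EMT and pluripotency-associated genes and the shift of the profile on PC2 at 48 h. A list of 13 WNT targets changed by −0.08 with BMS493 at 48 h. At 24 h, a comparison chosen after seeing the values, it was higher by 0.59, in 12 of 13 genes, which is the direction the paper states. At 12 and 96 h its mean was 2.779 and 2.728 with BMS493 and 2.845 and 2.602 without it (limma's fry, adjusted p = 0.858 and 0.517).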

Other observations

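The tests of this part were chosen only after the results were seen, except those of dexamethasone and of reads from gonadal somatic cells.

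Dexamethasone was given with SOX17 in SOX17 + BLSE and SOX17 + LSE and not in BLSE. If it acted on the endogenous receptor, glucocorticoid targets would be higher with it at each time. The list mean differed by −0.19, −0.14, 0.15 and −0.44 at 12, 24, 48 and 96 h (exact permutation of libraries within times, two-sided p = 0.0296), so the list was lower at 3 of 4 times in the libraries with dexamethasone. These pool SOX17 + LSE, which lacks BMP4, with SOX17 + BLSE, and at 96 h they are of sorted cells against unsorted cells in BLSE. With SOX17 + BLSE alone, a comparison chosen after this result, the differences were −0.11, −0.043, 0.24 and −0.41 (exact permutation, p = 0.326). A rise at every time was not seen. SOX17 was induced in the same libraries, so an effect of dexamethasone is not separated from it, and no biological explanation of the lower list was tested.

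If reads from mouse gonadal somatic cells entered the xrOvary libraries, a list of their genes would be higher there than at day 6. It changed by −0.72 at day 20, −1.08 at day 40 and −1.21 at day 70. The marmoset cells may have lost somatic transcripts over this time, a hypothesis, and mouse reads too dissimilar to align would not show in this test.

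Pre-treatment with the WNT agonist IM12 left the list of 13 WNT targets at −0.02 relative to cjESCs in PESFA (fry in limma, adjusted p = 0.89 over 92 lists). After quantile normalization it was −0.0071, so scaling does not hide a rise. Pre-treated cells were collected at the end of 24 h, and no biological explanation was tested.

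The neural list was higher in BLSE + IWR1 than in BLSE at 48 h, but differed from cjESCs in PESFA by −0.19. Before induction it was already higher in cjESCs in PESFA than in DK20FA by 0.93, and in BLSE it had changed by −0.42 from cjESCs at 48 h. In the list mean, most of the difference at 48 h, 1.16, thus cannot be told apart from one between the starting cells. The mean does not show that the same genes carry both, as 5 of 7 genes were higher in the starting cells and 7 of 7 at 48 h. ZIC2, higher by 3.46 at 48 h, was at 44.3 TPM with IWR1 and 3.025 TPM in BLSE, and differed less between the media in cjESCs. How much of the difference comes from transcripts of cjESCs lost in BLSE and kept with IWR1, a hypothesis, cannot be told from the mean.

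The WNT list was lower in BLSE + IWR1 than in BLSE by −1.08 at 12 h, and before induction by −1.06 in cjESCs in PESFA than in DK20FA. The difference at 12 h cannot be told apart from that between the starting cells, and no effect of IWR1 on the list at 12 h is shown.

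With BMS493 at 48 h, 46 tested genes were more than 4-fold apart between the replicates, 41 lower and 5 higher in replicate 2. CER1, MIXL1, LHX1, EOMES and NODAL, chosen after their values were seen, differed by −7.23, −4.38, −4.27, −3.21 and −2.19 on the log2 scale. Of the 46 genes, 36 differed in the direction of the change from 48 to 96 h in BLSE + IWR1. The spread cannot be told apart from replicate 2 having been further along, and 1 pair of libraries gives no test of it. No biological explanation was tested.

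UHRF1, chosen after its values were seen, changed by −2.57 on the log2 scale from cjESCs in PESFA to day 6 and by −1.34 from day 6 to day 70.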
